# Single cell transcriptomics identifies a unique adipose lineage cell population that regulates bone marrow environment

**DOI:** 10.7554/eLife.54695

**Published:** 2020-04-14

**Authors:** Leilei Zhong, Lutian Yao, Robert J Tower, Yulong Wei, Zhen Miao, Jihwan Park, Rojesh Shrestha, Luqiang Wang, Wei Yu, Nicholas Holdreith, Xiaobin Huang, Yejia Zhang, Wei Tong, Yanqing Gong, Jaimo Ahn, Katalin Susztak, Nathanial Dyment, Mingyao Li, Fanxin Long, Chider Chen, Patrick Seale, Ling Qin

**Keywords:** adipocyte, bone marrow mesenchymal stem cells, osteoblast, blood vessel, single cell RNA-seq, Mouse

## Abstract

Bone marrow mesenchymal lineage cells are a heterogeneous cell population involved in bone homeostasis and diseases such as osteoporosis. While it is long postulated that they originate from mesenchymal stem cells, the true identity of progenitors and their in vivo bifurcated differentiation routes into osteoblasts and adipocytes remain poorly understood. Here, by employing large scale single cell transcriptome analysis, we computationally defined mesenchymal progenitors at different stages and delineated their bi-lineage differentiation paths in young, adult and aging mice. One identified subpopulation is a unique cell type that expresses adipocyte markers but contains no lipid droplets. As non-proliferative precursors for adipocytes, they exist abundantly as pericytes and stromal cells that form a ubiquitous 3D network inside the marrow cavity. Functionally they play critical roles in maintaining marrow vasculature and suppressing bone formation. Therefore, we name them marrow adipogenic lineage precursors (MALPs) and conclude that they are a newly identified component of marrow adipose tissue.

## Introduction

Osteoporosis is a silently progressive disease characterized by excessive bone loss and structural deterioration until it clinically presents as bone fragility and fracture. While mostly afflicting post-menopausal women and the elderly (National Osteoporosis Foundation, 2002), it also manifests in adolescents and adults as a result of endocrine and metabolic abnormalities or medications (Mirza and Canalis, 2015). Osteoporosis is largely or partially caused by diminished bone forming activity and often accompanied by increases in marrow adiposity. Therefore, understanding the nature of bone marrow mesenchymal stem cells (MSCs) and their differentiation routes into osteoblasts and adipocytes has always been the center of bone research. However, in contrast to the wealth of knowledge regarding hematopoiesis from hematopoietic stem cells (HSCs) (Orkin and Zon, 2008), our in vivo knowledge of MSCs and their descendants are largely incomplete, which has greatly limited advances in treating clinical disorders of bone loss.

It is well-accepted that bone marrow mesenchymal progenitors are heterogeneous, including MSCs and their descendants at various differentiation stages before they reach the terminal states as osteoblasts, osteocytes, and adipocytes. Our current knowledge of those progenitors is mostly dependent on cell expansion in culture for CFU-F, multi-lineage differentiation, and transplantation assays. However, in vitro culture does not necessarily replicate in vivo cell behavior after depleting their environmental cues. Another common approach is lineage tracing that uses a specific promoter-driven *Cre* or *CreER* system to label a portion of mesenchymal lineage cells. However, it generally does not provide information about the specific stage(s) of mesenchymal progenitors that cells start to be labeled. The recently available large-scale single cell RNA-sequencing (scRNA-seq), which is capable of identifying and interrogating rare cell populations and deducting the course of differentiation (Wu et al., 2017), finally provides an unbiased tool to investigate bone marrow mesenchymal cells in vivo.

Several recent reports applied this technique on mouse bone marrow mesenchymal cells. Based on previous studies that leptin receptor (Lepr) marks adult bone marrow MSCs (Zhou et al., 2014) and Lepr^+^ cells serve as niche for hematopoietic progenitors (Comazzetto et al., 2019), one study used *Lepr-Cre* to label mesenchymal stromal cells and *Col1a-Cre* to label osteoblasts for analyzing HSC niches (Tikhonova et al., 2019). Another one utilized *Cxcl12-CreER* to label bone marrow stromal cells (Matsushita et al., 2020). The others depleted hematopoietic cells from bone marrow and analyze the remaining bone marrow cells (Baccin et al., 2020; Baryawno et al., 2019; Wolock et al., 2019). Interestingly, all those studies identified a large cell cluster expressing many adipocyte markers and in some studies this cluster was annotated as MSC. For our study, we used a different approach by taking advantage of a *Col2-Cre Rosa26 <lsl-tdTomato>* (Col2:Td) mouse model that we and others previously reported to label bone marrow mesenchymal lineage cells (Ono et al., 2014; Chandra et al., 2017). Since in this model Td labels every osteocyte and every bone marrow adipocyte in vivo and all CFU-F-forming cells, we reason that all bone marrow mesenchymal lineage cells, including all mesenchymal progenitors, are included within the Td^+^ population. By applying large scale scRNA-seq on this population derived from various age groups, we identified an in vivo the most primitive progenitor population different from previous reports and delineated the in vivo evolvement of early mesenchymal progenitors into mature osteogenic and adipogenic cells through hierarchical differentiation paths. Among newly identified mesenchymal subpopulations, a new type of adipose lineage cells is subsequently validated and investigated for their critical actions in regulating bone marrow vasculature and bone homeostasis.

## Results

### Single cell transcriptomic profiling of bone marrow mesenchymal lineage cells

Consistent with our previous report (Chandra et al., 2017), Td labeled the following cells in the long bone of 1-month-old Col2:Td mice: all chondrocytes (1052 out of 1052 chondrocytes counted, n = 4 mice, 100%) in the growth plate, osteoblasts and all osteocytes (3600 out of 3600 osteocytes counted, n = 4 mice, 100%) in trabecular and cortical bone, all CD45^-^ stromal cells (2050 out of 2050 cells with stromal morphology counted, n = 4 mice, 100%), all Perilipin^+^ adipocytes (5 out of 5 adipocytes counted, n = 4 mice, 100%), and many pericytes throughout the bone marrow from metaphysis to diaphysis (Figure 1A, Figure 1—figure supplement 1A). We previously developed an enzymatic digestion method to release bone marrow cells trapped within the trabecular bone (endosteal bone marrow) and demonstrated that they contain a higher frequency of mesenchymal progenitors than central bone marrow flushed from the diaphysis of long bones (Siclari et al., 2013). This enzymatic digestion method collects osteoblasts as well and thus, is better than conventional flushing method by providing a definite cluster of mature cells for single cell analysis. Due to its small quantity, Td^+^ peak among endosteal bone marrow cells was sometimes distinguishable (1.2 ± 0.1%) but often not. Nevertheless, fractioning all cells into the top 1%, 1–2%, and >2% cells based on the Td signal (Figure 1—figure supplement 1B) revealed that the top 1% group contains all the CFU-F forming cells (Figure 1—figure supplement 1C) and almost all CFU-F colonies (98.7%) are Td^+^ (Figure 1—figure supplement 1D). Since osteoblasts are also Td^+^, these data suggested that the top 1% cells include all bone marrow mesenchymal progenitors as well as osteoblasts.

**Figure 1.**
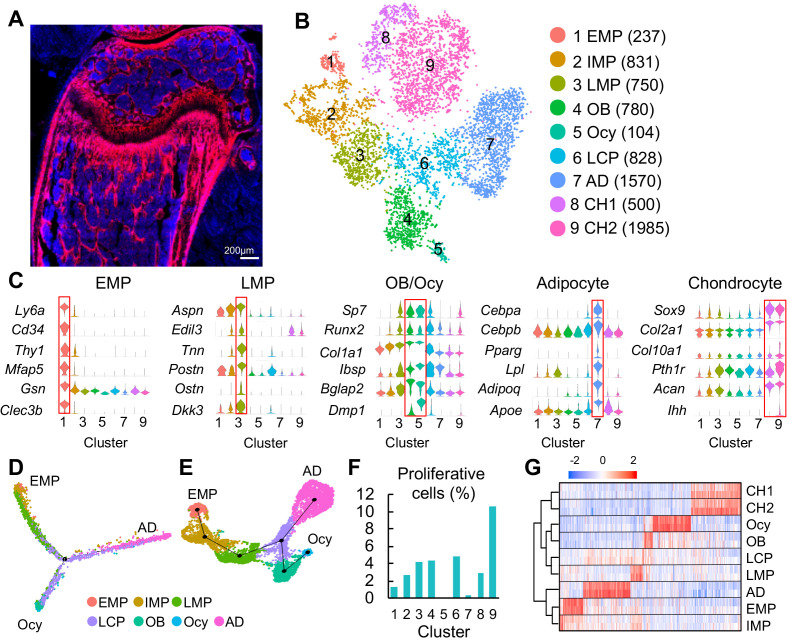
Clustering of bone marrow mesenchymal lineage cells by single cell transcriptomics reveals the in vivo identity of novel mesenchymal subpopulations. (**A**) Fluorescent image of distal femur of 1-month-old Col2:Td mice. (**B**) The tSNE plot of 7585 Td^+^ mesenchymal lineage cells isolated from endosteal bone marrow of 1–1.5 month-old Col2:Td mice (n = 5 mice). Cell numbers are listed in parenthesis next to cluster names. OB: osteoblast; Ocy: osteocyte; LCP: lineage committed progenitor; AD: adipocyte; CH: chondrocyte. (**C**) Violin plots of marker gene expression for EMPs, LMPs, osteoblast/osteocyte, adipocyte, and chondrocyte clusters. (**D**) Monocle trajectory plot of bone marrow mesenchymal lineage cells. (**E**) Slingshot trajectory plot of bone marrow mesenchymal lineage cells. In D and E, cells are labeled according to their Seurat clusters. (**F**) The percentage of proliferative cells (S/G2/M phase) among each cluster was quantified. (**G**) Hierarchy clustering and heatmap of mesenchymal lineage clusters. Color bar on the top indicates the gene expression level. Each cluster contains two batches (top and bottom) of samples.

**Figure 1—figure supplement 1.**
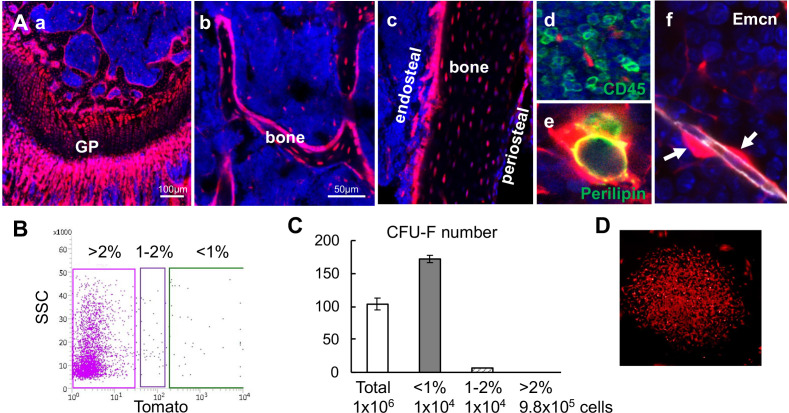
Bone marrow Td^+^ cells from Col2:Td mice contain the entire set of mesenchymal lineage cells. (**A**) Fluorescent images of distal femur show that chondrocytes (**a**), osteoblasts and osteocytes in trabecular bone (**b**) and cortical bone (**c**), CD45^-^ stromal cells (**d**), adipocytes (**e**), and pericytes (arrows, **f**) are Td^+^. GP: growth plate; Emcn: Endomucin. (**B**) Endosteal bone marrow cells were FACS sorted into top 1% (<1%), 1–2%, and >2% Td expressing cells. (**C**) Unsorted and sorted cells were cultured for CFU-F assay. Cell number per flask is listed below. n = 3–4 flasks/group. (**D**) All CFU-F colonies from top 1% group were Td^+^.

**Figure 1—figure supplement 2.**
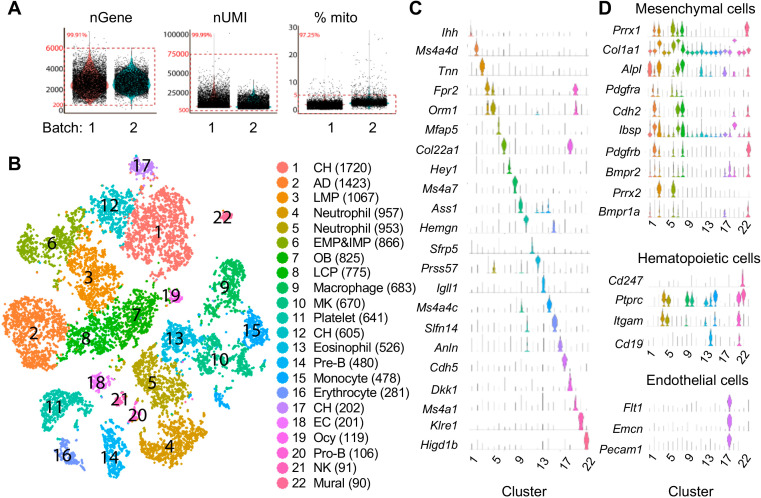
Large scale scRNA-seq analysis of top 1% Td^+^ cells from endosteal bone marrow of 1–1.5 month-old Col2:Td mice. (**A**) Violin plots show numbers of genes, UMIs, and percentages of mitochondrial genes among two batches of samples (1 and 1.5 month). Red box indicates cells within the selection criteria of quality controls. (**B**) The tSNE plot of 13759 Td^+^ endosteal bone marrow cells isolated from 1 to 1.5 month-old Col2:Td mice (n = 5). Cell numbers are listed in parenthesis next to cluster names. OB: osteoblast; Ocy: osteocyte; LCP: lineage committed progenitor; AD: adipocyte; CH: chondrocyte; MK: megakaryocytes; EC: endothelial cells. (**C**) Violin plots of cluster-specific makers. (**D**) Violin plots of mesenchymal, hematopoietic, and endothelial lineage specific markers.

**Figure 1—figure supplement 3.**
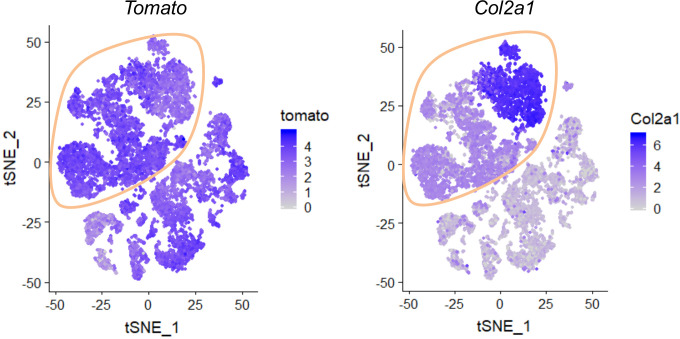
The expression patterns of *Tomato* and *Col2a1* in tSNE plots. Mesenchymal lineage cells were circled. Color bar on the right of each panel indicates the expression level.

**Figure 1—figure supplement 4.**
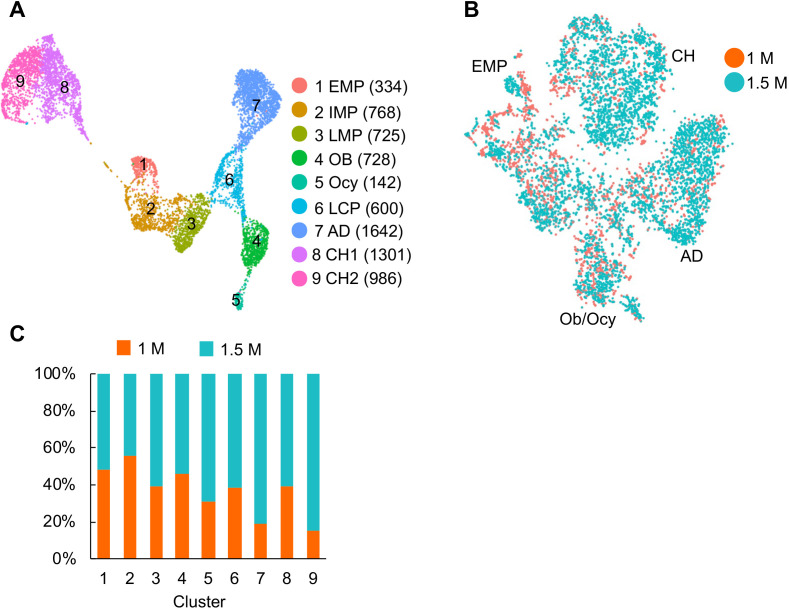
No batch effect was detected in our analysis. (**A**) The UMAP plot of 7585 Td^+^ mesenchymal lineage cells isolated from endosteal bone marrow of 1–1.5 month-old Col2:Td mice (n = 5 mice). (**B**) The distribution of cells from 1 month and 1.5 month datasets in the tSNE plot of mesenchymal lineage cells. (**C**) The distribution of cells from 1 month and 1.5 month datasets in each cluster.

**Figure 1—figure supplement 5.**
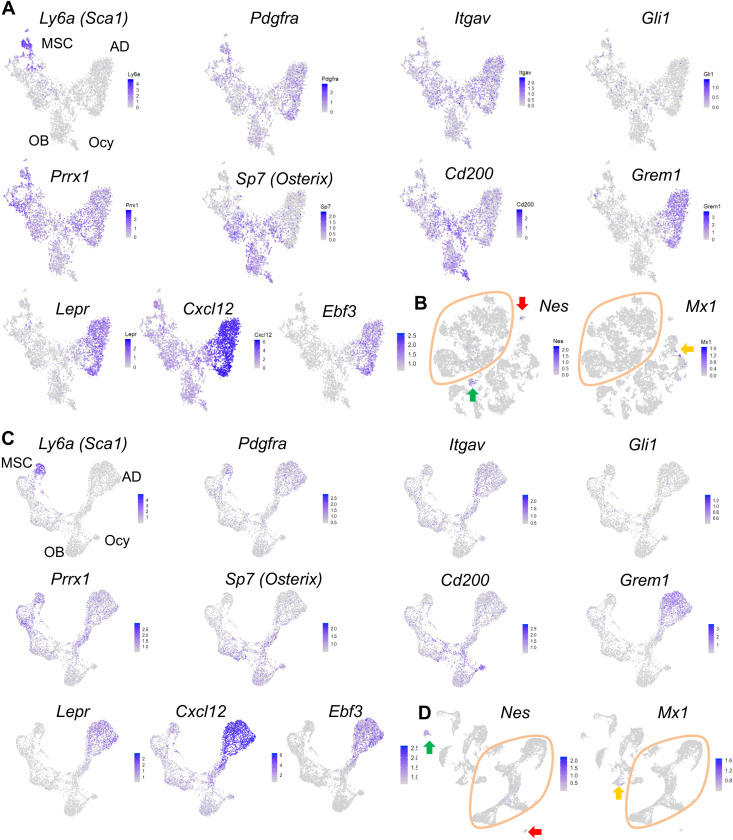
The expression patterns of previously reported mesenchymal progenitor markers. (**A**) The expression patterns are shown in tSNE plots that only contain mesenchymal lineage cells. (**B**) The expression patterns are shown in tSNE plots that contain all sequenced cells. Green, red, and yellow arrows point to endothelial, mural, and hematopoietic cell clusters, respectively. (**C, D**) The expression patterns of markers are shown in UMAP plots.

Using 10x Genomics approach, we sequenced the top 1% Td^+^ endosteal bone marrow cells from 1- to 1.5-mo-old Col2:Td mice. 

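Td+ cells of 2 mice aged 1 month and of 3 mice aged 1.5 months were sequenced as 1 library per age, with the mice of an age pooled before loading. The authors aligned reads to mm10 with the reporter added, counted UMIs and called cells with Cell Ranger, and deposited for each library the UMI counts per gene and cell barcode, without normalization and before the filter on cells. The 1 month table held 8417 barcodes and 108227184 UMIs, and the 1.5 month table 5745 barcodes and 63258961 UMIs. Both list the same 27999 genes by symbol, among them the reporter under the name tomato. Cells with 200 to 6000 genes and at most 5% mitochondrial UMIs were kept, the limits given in the Materials and methods, and no doublets were removed beyond the upper limit on genes. Counts were scaled to 10000 per cell and log-transformed, and the 2 libraries were aligned by canonical correlation over 2000 variable genes with 30 vectors. UMIs per cell and percent mitochondrial UMIs were regressed out, and cells were clustered at a resolution of 0.8. Genes reported as findings, and the markers used to name clusters, were left out of the genes that defined the clusters. A cluster was named after a cell type, with the suffix -like, when at least 3 markers on a list fixed beforehand were raised at least 2-fold over the clusters of other types. Expression is given as CPM, computed from the summed UMIs of a class in 1 library. Values in parentheses after a CPM are 95% Poisson intervals, and those after a share of cells are exact Clopper-Pearson intervals. Both cover counting error only. With 1 library per age there are no replicates, and no test between ages or between classes was made, since cells of 1 library are not replicates. Gene positions are those of GENCODE release M21 on GRCm38.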

We profiled 13,759 cells with a median of 2686 genes/cell and a median of 12215 UMIs/cell (Figure 1—figure supplement 2A). 

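Of the 14162 barcodes in both tables, 13761 cells passed the filter, 8308 from the 1 month and 5453 from the 1.5 month library, and the paper's reported value is 13759. The mitochondrial limit removed 98 and 291 barcodes. The median cell held 2623 genes and 10076 UMIs. By library, the medians were 2562 genes and 10279.5 UMIs at 1 month, and 2707 genes and 9621 UMIs at 1.5 months. Among the other limits tried, removal of the cells with the highest doublet scores changed the number most, to 12951 cells. The Y-linked gene Ddx3y was found at 55.7 and 59.9 CPM in mesenchymal cells of the 2 libraries, Eif2s3y at 34.0 and 28.8 CPM, Uty at 8.88 and 9.07 CPM, and Kdm5d at 3.71 and 4.46 CPM, against 0.212 and 0.103 CPM for Xist.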

Unsupervised clustering of the gene expression profiles using Seurat identified 22 groups, including 9 groups of mesenchymal lineage cells and 11 groups of hematopoietic cells, 1 group of endothelial cells, and 1 group of mural cells (Figure 1—figure supplement 2B-D). 

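Clustering of the 13761 cells gave 24 clusters, of which 10 carried markers of mesenchymal, 12 of hematopoietic, 1 of endothelial and 1 of mural cells. The libraries differed in their composition. Mesenchymal cells made up 28.8% (27.8 to 29.8) of the 1 month cells and 94.1% (93.4 to 94.7) of the 1.5 month cells, and hematopoietic cells 68.8% (67.8 to 69.8) and 4.16% (3.65 to 4.73). Endothelial cells accounted for 2.05% (1.75 to 2.37) and 0.587% (0.402 to 0.827), and mural cells for 0.313% (0.205 to 0.458) and 1.19% (0.921 to 1.52). At resolutions of 0.5 and 1.2 the 4 shares of each library stayed within these intervals. Between the 2 resolutions the largest move was at 0.5, to 28.9% mesenchymal cells at 1 month. Settings planned for other results moved the 1.5 month hematopoietic share further, to 7.78% after thinning, 2.33% with all 4 libraries clustered together and 2.09% without regression.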

For reasons unclear at present, we observed a large number of non-mesenchymal lineage cells, which is confirmed by detectable *Td* and *Col2a1* expression in those cells (Figure 1—figure supplement 3). tSNE (Figure 1B) and UMAP (Figure 1—figure supplement 4A) analyses of 7585 mesenchymal lineage cells yielded the same cell cluster pattern containing 9 subpopulations. 

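The mesenchymal clusters held 7521 cells with a median of 2782 genes and 10049 UMIs, and clustering them again gave 17 subclusters. The reporter, listed as tomato, was counted at 2354 CPM (2343 to 2365) in hematopoietic and 3266 CPM (3245 to 3287) in mesenchymal cells of the 1 month library. At 1.5 months the values were 1664 CPM (1612 to 1718) and 2956 CPM (2942 to 2970.2). The 6 genes used as general mesenchymal markers reached a median of 3.82% of their mesenchymal CPM in hematopoietic cells at 1 month and 21.4% at 1.5 months, against 72.1% and 56.3% for tomato. Col2a1, on chromosome 15 from 97975602 to 98004695, stood at 239 CPM (235 to 242) in hematopoietic cells of the 1 month library and 26706 CPM (26590.3 to 26822) in its chondrocyte-like (CH-like) cells. In the 1.5 month library hematopoietic cells carried 23447 CPM (23249.6 to 23646) of Col2a1 and CH-like cells 45317 CPM (45240.4 to 45393), so the 1.5 month hematopoietic cells are no background free of chondrocyte RNA. Endothelial-like cells, which also lie outside the lineage, carried 173 CPM of Col2a1 at 1 month and 1698 CPM at 1.5 months.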

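Of the mesenchymal cells, 31.8% (30.8 to 32.9) came from the 1 month library, which is the share each subcluster would show if both libraries were spread alike. Adipocyte-like (AD-like) cells lay below it at 15.1% (13.2 to 17.0), and CH-like cells at 22.5% (20.9 to 24.2), with 1.71% in 1 CH-like subcluster of 175 cells. Early progenitor-like (EMP-like) cells lay above it at 56.9% (51.5 to 62.2). Osteoblast-like (OB-like) cells were at 46.6% (42.7 to 50.5), late progenitor-like (LMP-like) cells at 41.6% (39.1 to 44.2) and osteocyte-like (Ocy-like) cells at 29.9% (22.4 to 38.3). The 2 LMP-like subclusters, numbered 2 and 6, had 36.6% (33.5 to 39.9) and 49.6% (45.4 to 53.7), and unnamed subcluster 7, which carries Hey1 and lies next to AD-like cells, 42.4% (38.0 to 46.8). A subcluster of 91 cells with hematopoietic markers came from the 1 month library to 95.6%.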

Cells from two batches of experiments were present at a roughly similar proportion in each subpopulation (Figure 1—figure supplement 4B, C). Examination of lineage-specific markers identified clusters with gene signatures of osteoblast (cluster 4), osteocyte (cluster 5), adipocyte (cluster 7), and chondrocyte (cluster 8 and 9, Figure 1C). 

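Among the 7521 mesenchymal cells, the naming markers gave 653 OB-like, 137 Ocy-like, 1388 AD-like and 2568 CH-like cells, in 1, 1, 2 and 5 subclusters. A further 348 cells were named EMP-like from Mfap5, Clec3b, Gsn, Pi16 and Dpt, and 1478 LMP-like from Aspn, Edil3, Tnn, Postn, Ostn and Dkk3. The LMP-like cells formed subcluster 2 (909 cells, led by Ostn, Aspn and Tnn) and subcluster 6 (569 cells, led by Mfap4, Nppc and Nov), which lay nearest to EMP-like cells. Subclusters without enough raised markers kept numbers. The 510 cells of subcluster 7, led by Kcnk2, Cxcl12 and Limch1, lay nearest to AD-like and OB-like cells, and the 283 cells of subcluster 12, led by Dmp1, Spp1 and Cadm1, nearest to OB-like cells. Subclusters 16 and 17, of 33 and 32 cells, lay nearest to LMP-like and EMP-like cells and were counted as progenitors. The 91 cells of mixed subcluster 15 were kept out of every class. They were 3.64% of the 1 month and 0.0780% of the 1.5 month mesenchymal cells. Without CH-like and mixed cells, 4862 bone marrow mesenchymal cells remained.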

Chondrocyte clusters, while unexpected, likely represent growth plate chondrocytes released from bone fragments during enzymatic digestion after we cut off epiphyses at the growth plate site. Since chondrocytes originate from the resting zone progenitors but not bone marrow MSCs (Mizuhashi et al., 2018), they were excluded from subsequent analysis.

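Monocle was not available, so a minimum spanning tree was drawn over the centres of the 11 subclusters without chondrocytes, and diffusion pseudotime was computed from the EMP-like cells. It is another method than the paper's. The tree has no root and had 4 ends. The Ocy-like subcluster and 1 of the 2 AD-like subclusters were ends, while the EMP-like subcluster was not, because the 32 cells of subcluster 17 lay beyond it. With 20 components, or at a resolution of 0.5, EMP-like, Ocy-like and AD-like subclusters were all at ends. The start of the pseudotime was set at EMP-like cells and is no result. Median percentiles along it were 22.2 for LMP-like, 44.9 and 48.9 for unnamed subclusters 12 and 7, 58.1 for OB-like, 82.0 for AD-like and 98.0 for Ocy-like cells. Unnamed subclusters 17 and 16, both counted as progenitors, were at 35.6 and 99.1, later than LMP-like cells, and subcluster 16 also later than Ocy-like cells. Pseudotime reads every RNA in a cell, free RNA included, and how much of these positions free RNA makes up was not tested.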

Interestingly, pseudotemporal cell trajectory analysis using Monocle (Trapnell et al., 2014) placed cells in cluster 1 at one end of pseudotime trajectory and osteocytes (cluster 5) and adipocytes (cluster 7), two terminally differentiated cell types, at the opposite, divergent ends (Figure 1D). Slingshot (Street et al., 2018), another method for inferring cell lineages and pseudotimes, generated a similar trajectory pattern (Figure 1E). These data suggested that cluster 1 cells are the ancestor of other mesenchymal cells in the dataset and that they bi-differentiate into osteogenic and adipogenic lineage cells. Indeed, cluster 1 expressed several common stem cell markers, such as stem cell antigen 1 (Sca1), Cd34, and Thy1 (Figure 1C). Hence, we named cluster 1 as early mesenchymal progenitors (EMPs), the most primitive cells in the sequencing dataset. 

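Ly6a, the gene of Sca1, lies on chromosome 15 from 74994877 to 74998031. It was counted at 1527 CPM (1468 to 1587) in EMP-like cells of the 1 month and 2479 CPM (2391 to 2569.8) of the 1.5 month library. LMP-like, OB-like, Ocy-like and AD-like cells had 4.51 to 53.9 CPM and 9.50 to 108 CPM in these libraries. LMP-like subcluster 6, nearest to EMP-like cells, had 98.1 and 216 CPM, and the small subcluster 17 beyond EMP-like cells 1336 and 2525 CPM. Cd34 reached 389 CPM (359 to 419.6) and 529 CPM (488 to 571) in EMP-like cells, against 1.22 to 10.9 CPM and 1.39 to 5.93 CPM in those 4 classes. For Thy1 the values were 328 CPM (301 to 356) and 419 CPM (383 to 457), with LMP-like cells next at 97.7 and 37.3 CPM among the named mesenchymal classes. Outside the lineage, endothelial-like cells carried 873 and 496 CPM of Ly6a and 537 and 361 CPM of Cd34, and mural-like cells 488 and 719 CPM of Thy1. Neutrophil-like cells of the 1 month library, as a level from free RNA, had 11.8, 3.64 and 2.84 CPM of Ly6a, Cd34 and Thy1. None of the 3 genes was used to name clusters.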

Since these data are derived from *Col2-Cre* labeled cells, we cannot exclude the possibility that the bone marrow contains even more primitive Td^-^ cells that give rise to cluster 1 cells. That said, the labelling of essentially all CFU-F forming cells in Col2:Td bone marrow by Td, makes that possibility unlikely. 

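Sp7 was counted at 7.77 CPM (4.14 to 13.3) in EMP-like, 56.5 CPM (50.5 to 62.9) in LMP-like and 93.7 CPM (85.6 to 102) in OB-like cells of the 1 month library. In the 1.5 month library the same order held, with 11.6 CPM (6.34 to 19.5), 91.6 CPM (85.1 to 98.4) and 115 CPM (107 to 124). Within the LMP-like cells, subcluster 6, nearest to EMP-like cells, had 13.9 and 37.0 CPM of Sp7 in the 2 libraries, and subcluster 2 had 85.6 and 116 CPM. Runx2 stood at 17.3, 70.7 CPM (64.0 to 77.8) and 78.5 CPM (71.1 to 86.4) at 1 month, where the last 2 intervals overlap, and at 23.2, 98.2 CPM (91.5 to 105) and 84.6 CPM (77.5 to 92.3) at 1.5 months, lower in OB-like than in LMP-like cells, again with overlapping intervals. Col1a1, Ibsp and Bglap2 took part in naming OB-like cells, so their level there is no separate result. Below that class, Col1a1 had 5114 CPM in EMP-like and 15942 CPM in LMP-like cells at 1 month, and 6834 and 26909 CPM at 1.5 months. Ibsp rose from 78.9 to 2111 and from 258 to 2794 CPM, and Bglap2 from 139.9 to 1229 and from 1514 to 2518 CPM. LMP-like subcluster 6 held 191 and 923 CPM of Bglap2, at 1.5 months less than EMP-like cells. Neutrophil-like cells of the 1 month library held 549 CPM of Col1a1, 72.2 CPM (69.1 to 75.5) of Ibsp and 159.9 CPM (155 to 165) of Bglap2. The EMP-like intervals, 66.0 to 93.6 CPM for Ibsp and 123 to 159 CPM for Bglap2, overlap these, so free RNA could account for the EMP-like values of both genes.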

Compared to cluster 1, clusters 2, 3, and 4 (osteoblast) expressed gradually increased levels of osteogenic genes, such as *Sp7, Runx2, Col1a1, Ibsp*, and *Bglap2*. Since clusters 2 and 3 are sequentially located after cluster 1 and before the branch point in pseudotime trajectory, we named cluster 2 as intermediate mesenchymal progenitors (IMPs) and cluster 3 as late mesenchymal progenitors (LMPs). Cells in cluster 6 were distributed around the branch point, indicating that they are lineage committed progenitors (LCPs).

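The steps of the call in the Materials and methods were applied to the 7521 mesenchymal cells of the 1 and 1.5 month libraries. It permutes the S and G2/M gene labels in each cell, here with 5000 resamples and a false discovery rate of 0.05 (Benjamini-Hochberg) within each subcluster. Of 43 S and 54 G2/M genes listed, 42 and 51 were found in at least 5% of all cells that passed the filter and used. The paper kept 34 and 45 genes after its own step, so the genes permuted here are not the same set. Summed UMIs of these cycle genes were also taken per class and library. They are shares of all UMIs, include free RNA and call no cell.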

Computational cell cycle analysis was performed to understand the proliferative status of each cluster (Figure 1F). As a positive control, chondrocyte cluster 9, corresponding to proliferative and prehypertrophic growth plate chondrocytes, had the highest proliferative status. It appeared that within bone marrow mesenchymal lineage cells, EMPs are less proliferative than IMPs; LMPs, LCPs, and osteoblasts are the most proliferative; adipocytes and osteocytes are non-proliferative. These results further support our cluster annotation. 

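In CH-like subcluster 8, with the histone gene Hist1h2ap as its leading gene, 289 of 418 cells were called proliferative, or 69.1% (64.5 to 73.5). The share was 70.8% in the 1 month and 68.4% in the 1.5 month library. CH-like subcluster 3 held 36 called cells among 846, and the other 3 CH-like subclusters held 0. With every cell thinned to 3000 UMIs, the share over all CH-like cells moved from 12.7% to 8.22%, and no cell fell below that depth. Seurat's phase scores, which place every cell in a phase, put 46.1% of CH-like cells in S or G2/M over both libraries, the largest move for this class, with 70.9% at 1 month and 38.9% at 1.5 months.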

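No cell was called proliferative among 348 EMP-like, 1478 LMP-like, 653 OB-like, 137 Ocy-like and 1388 AD-like cells, or in unnamed subclusters 7, 12 and 17. Given the smallest p that 5000 resamples allow and the adjustment within each subcluster, a call needs at least 2 of 348 EMP-like cells at that p, 3 of 653 OB-like cells, 4 of 909 and 3 of 569 cells in the 2 LMP-like subclusters and 5 of 1048 and 2 of 340 in the 2 AD-like ones. No upper limit is therefore given for these classes. Among Ocy-like cells 1 cell is enough, and the count of 0 allows a share of called cells of up to 2.19%. Only mixed subcluster 15, with 27 of 91 cells, and subcluster 16, with 3 of 33, held called cells outside the chondrocytes. Under the phase scores, 35.9% of EMP-like, 34.1% of LMP-like, 25.7% of OB-like, 29.9% of AD-like and 9.49% of Ocy-like cells fell in S or G2/M over both libraries. By library the shares were far apart, at 47.98% and 20.0% of EMP-like cells at 1 and 1.5 months, 55.6% and 18.8% of LMP-like, 42.4% and 11.2% of OB-like, 56.5% and 25.2% of AD-like and 29.3% and 1.04% of Ocy-like cells, and the order of the classes was not the same. Such calls alone are not read as cycling here. Cycle genes made up 2283 and 1247 CPM in EMP-like cells of the 2 libraries, 1819 and 994 in LMP-like, 1369 and 633 in OB-like, 2095 and 1329 in AD-like and 1194 and 673 CPM in Ocy-like cells. In each class the 1 month value was the higher one, and whether free RNA makes up this difference remains open.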

Hierarchy analysis showed distinct gene expression signatures in each cluster (Figure 1G).

During the past decade, many proteins have been proposed as mesenchymal progenitor markers based on lineage tracing and in vitro culture data, such as Lepr (Zhou et al., 2014), myxovirus resistance-1 (Mx1) (Park et al., 2012), glioma-associated oncogene homolog 1 (Gli1) (Shi et al., 2017), paired related homeobox 1 (Prxx1) (Logan et al., 2002), gremlin (Grem1) (Worthley et al., 2015), platelet derived growth factor receptor alpha (Pdgfrα)/Sca1 (PαS) (Morikawa et al., 2009), Nestin (Méndez-Ferrer et al., 2010), Osterix (Mizoguchi et al., 2014), c-x-c motif chemokine 12 (Cxcl12) (Omatsu et al., 2010), integrinαV/OX-2 membrane glycoprotein (Cd200) (Chan et al., 2015), and early B cell factor 3 (Ebf3) (Seike et al., 2018). However, our data suggested that among them, only Sca1 preferentially marks cluster 1. *Pdgfra, Itgav, Gli1,* and *Prrx1* are broadly expressed across all mesenchymal lineage cells; *Sp7 (Osterix)* and *Cd200* are expressed at a higher level in LMPs and LCPs than in EMP; *Grem1, Lepr, Cxcl12* and *Ebf3* are highly expressed in adipocytes but also have expression in other mesenchymal cells (Figure 1—figure supplement 5A); *Nestin* and *Mx1* are mainly expressed in endothelial/mural cells and hematopoietic cells, respectively (Figure 1—figure supplement 5B). 

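Over the 6 named mesenchymal classes, Pdgfra ranged from 7.29 to 91.5 CPM at 1 month and 6.81 to 151 CPM at 1.5 months, with the lowest value in CH-like and the highest in EMP-like cells of both libraries. Itgav ranged from 24.2 to 92.6 CPM and 30.6 to 88.0 CPM, highest in AD-like cells, and Prrx1 from 25.6 to 293 CPM and 13.5 to 271 CPM, highest in EMP-like cells. Gli1 was near the limit of detection, at 1.50 to 7.17 CPM and 0.555 to 7.08 CPM. Neutrophil-like cells of the 1 month library held 1.42 CPM of Pdgfra, 6.15 of Itgav, 6.37 of Prrx1 and 0.182 of Gli1. Cd200 was counted at 22.1 CPM (15.6 to 30.5) in EMP-like cells, 103 CPM (94.8 to 111) in LMP-like cells and 92.8 CPM (80.3 to 107) in the unnamed subcluster 7 with Hey1 at 1 month. At 1.5 months these groups had 91.1, 147 and 128 CPM. Sp7 in subcluster 7 had 75.4 and 123 CPM in the 2 libraries. Grem1 in AD-like cells stood at 328 CPM (301 to 357) and 393 CPM (379 to 408), and in subcluster 7 at 81.5 and 82.9 CPM. Ebf3 stood at 185 CPM (164 to 207) and 257 CPM (245 to 269) in AD-like cells, and at 67.8 and 106 CPM in subcluster 7. In EMP-like, LMP-like, OB-like and Ocy-like cells Grem1 stayed at 2.44 to 21.0 CPM and 4.75 to 14.1 CPM, and Ebf3 at 0.751 to 13.1 CPM and 8.02 to 17.4 CPM. Nes was counted at 97.2 CPM (82.2 to 114) and 37.1 CPM (18.5 to 66.4) in endothelial-like cells, 55.5 CPM (30.4 to 93.2) and 49.0 CPM (30.4 to 75.0) in mural-like cells, and also at 48.1 CPM (32.9 to 67.9) and 36.3 CPM (26.9 to 47.99) in Ocy-like cells. Mx1 was low everywhere, at 1.64 CPM (1.37 to 1.96) in hematopoietic and 0.177 CPM (0.0574 to 0.413) in mesenchymal cells of the 1 month library. Among 1.5 month hematopoietic cells it had 0 UMIs, with an upper limit of 1.60 CPM.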

Their expression patterns were further confirmed by UMAP (Figure 1—figure supplement 5C, D). Hence, the in vivo EMPs we computationally identified here are similar to the previously proposed PαS cells but different from other proposed MSCs. PαS cells have been shown to display mesenchymal progenitor properties in culture and after transplantation (Morikawa et al., 2009).

### The osteogenic and adipogenic lineage commitment of bone marrow mesenchymal progenitors

Positioning individual cells along a linear pseudotimeline with EMPs as the root revealed transcription factors (TFs) differentially expressed after the branch point of osteogenic and adipogenic lineages (Figure 2A). 

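Expression in AD-like cells was compared with LMP-like cells as the start of both routes, in each of the 2 libraries. Pparg and Cebpa took part in naming AD-like cells, so their rise is no separate result. Ebf1, on chromosome 11 from 44617317 to 45008091, rose from 111 to 713 CPM (672 to 755) at 1 month and from 65.4 to 808 CPM (787 to 829) at 1.5 months, log2 ratios of 2.69 and 3.63. In Ocy-like cells it stood at 40.6 and 40.0 CPM. Ebf2 reached 23.1 CPM (16.4 to 31.8) and 16.2 CPM (13.4 to 19.5) in AD-like cells, below the 50 CPM asked of a changed gene, with log2 ratios of 3.27 and 3.35 over 14 and 13 UMIs in LMP-like cells. Klf2 was abundant in every class, at 1002 and 704 CPM in LMP-like, 914 and 1054 CPM in Ocy-like and 1095 and 1666 CPM in AD-like cells. Its log2 ratio in AD-like cells was 0.13 at 1 month and 1.24 at 1.5 months, past a 2-fold change in 1 of the 2 libraries.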

Consistent with its longer differentiation pseudotime, adipogenic differentiation required many more unique TFs than osteogenic differentiation, including master regulators *Pparg* and *Cebpa*, several known TFs related to adipogenesis, such as *Klf2, Ebf1,* and *Ebf2* (Lee et al., 2019), as well as many novel ones. 

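Between LMP-like and Ocy-like cells, Sp7 rose to 109.8 CPM (86.0 to 138) at 1 month and 134 CPM (115 to 155) at 1.5 months, log2 ratios of 0.96 and 0.55, less than a 2-fold change. Toward AD-like cells it fell to 25.6 CPM (18.4 to 34.6) and 28.7 CPM (24.9 to 32.9), log2 ratios of -1.14 and -1.67.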

Surprisingly, this analysis only revealed master osteogenic regulator *Sp7* but not *Runx2*. Indeed, the expression of *Runx2* started from IMPs and stayed constant during osteogenic differentiation (Figure 1C). 

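Runx2 lies on chromosome 17 from 44495987 to 44814797. It fell from LMP-like to Ocy-like cells, to 54.1 CPM (37.9 to 74.9) at 1 month and 51.1 CPM (39.8 to 64.7) at 1.5 months, with log2 ratios of -0.38 and -0.94, a fall of less than 2-fold in both libraries. AD-like cells held 115 CPM (99.3 to 133) and 114 CPM (106 to 122) of Runx2. Subcluster 12, next to OB-like cells, held 162 and 147 CPM.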

Our observation that adipogenic differentiation is accompanied with more changes in TFs than osteogenic differentiation is consistent with a recent analysis of in vitro adipogenic and osteogenic differentiation of human MSC-TERT4 cells (Rauch et al., 2019).

**Figure 2.**
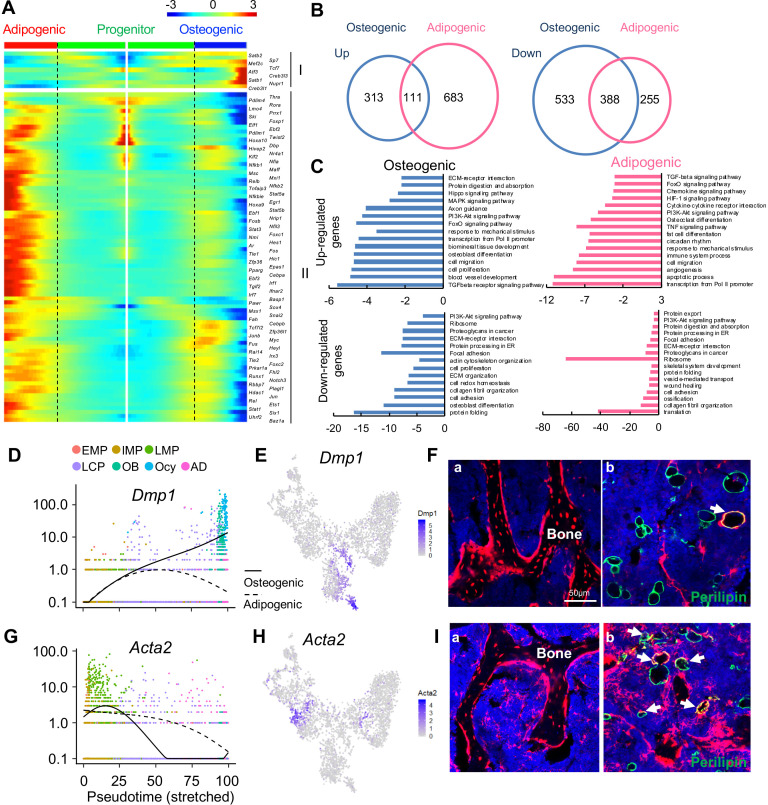
The bifurcated osteo- and adipo-lineage differentiation routes of in vivo bone marrow mesenchymal progenitors. (**A**) Pseudotemporal depiction of differentially expressed transcription factors (TFs) starting from branching point (dashed lines) toward osteo- (right) and adipo- (left) lineage differentiation. Group I and II contain TFs that are highly up-regulated during osteogenic and adipogenic differentiation routes, respectively. Color bar indicates the gene expression level. (**B**) Differentially regulated (up-regulated and down-regulated) genes during osteogenic and adipogenic differentiation are counted. (**C**) GO term and KEGG pathway analyses of genes up-regulated and down-regulated during osteogenic and adipogenic differentiation. Note that some pathways, such as osteoblast differentiation, are identified by both up-regulated and down-regulated genes. This is due to the fact that a set of genes in a pathway are up-regulated while another set of genes in the same pathway are down-regulated. (**D**) Expression of *Dmp1* goes from the progenitor state and bifurcating into osteogenic or adipogenic branches with respect to pseudotime coordinates. (**E**) The tSNE plot predicts *Dmp1* expression in osteoblasts, osteocytes, and a portion of LCPs. (**F**) In 3-month-old Dmp1:Td mice, Td labels osteoblasts, osteocytes (**a**), and only a few adipocytes (b, arrows). (**G**) Expression of *αSMA* (*Acta2*) goes from the progenitor state and bifurcating into osteogenic or adipogenic branches with respect to pseudotime coordinates. (**H**) The tSNE plot predicts *αSMA* expression in LMPs. (**I**) In 4-month-old Acta2ER:Td mice with Tamoxifen injections at 1 month of age, Td labels osteoblasts, osteocytes (**a**) and many adipocytes (b, arrows).

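A gene was counted as changed when it differed at least 2-fold from LMP-like cells in the same direction in both libraries, with at least 50 CPM in 1 of the 2 classes compared. No p-value was computed. Of 3080 genes that could pass, 163 were higher in Ocy-like cells alone, 366 in AD-like cells alone and 22 in both. Independent lists of these sizes would share 23.3. Lower genes numbered 304 in Ocy-like cells alone, 91 in AD-like cells alone and 150 in both, where independent lists would share 35.5. Both comparisons use the same LMP-like cells, which can favour shared genes in either direction. When both ends were drawn at random from the LMP-like counts, 0 genes were shared in 20 draws. This covers the counting error of the ends, and that of the LMP-like cells was not simulated. The shared part was 3.99% of all higher and 27.5% of all lower genes. With a minimum of 10 CPM there were 73 shared, beside 325 and 794 lineage-specific higher genes and 337 shared beside 965 and 207 lower ones, where independent lists would share 43.1 and 88.6. At 4-fold, 3 higher and 62 lower genes were shared, against 6.45 and 6.03. Whether shared higher genes are more or fewer than independent lists would give thus depends on these limits. From simulated counts with 200 genes changed 4-fold, the rule recovered 199 in Ocy-like and 200 in AD-like cells and called 0 unchanged genes. The changed genes all had at least 50 CPM in LMP-like cells of both libraries, and only counting error was simulated. How the rule does for changes near 2-fold or for genes below 50 CPM was therefore not tested.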

Analyzing differentiated expressed genes (DEGs) revealed that up-regulated genes are distinct for each lineage whereas there is considerable overlap between down-regulated genes (Figure 2B). GO term and KEGG analyses of DEGs revealed unique and common features of osteogenic and adipogenic differentiation processes (Figure 2C). Some pathways, such as PI3K-Akt, TGFβ, and FoxO signaling pathways, were altered in both lineages, implying their general role in regulating mesenchymal differentiation. 

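Over 82 genes of ribosomal proteins (Rpl and Rps), the median log2 ratio of Ocy-like over LMP-like cells was -0.20 at 1 month and -0.22 at 1.5 months, with 66 and 72 genes lower. The median over all other genes was -0.49 and -0.32, so relative to them the ribosomal genes were not lower in Ocy-like cells. In AD-like cells the medians were -0.26 and -0.48, against 0.04 and 0.07 for the other genes, and 80 and 82 genes were lower. As a share of all UMIs, ribosomal protein genes made up 16.8% and 14.0% in LMP-like, 14.9% and 12.2% in Ocy-like and 13.9% and 9.93% in AD-like cells of the 2 libraries.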

Accompanied by downregulation of translation, ribosomal genes were down-regulated in both osteocytes and adipocytes, confirming that they are terminally differentiated, highly specialized cells. The unique features of osteogenic differentiation include extracellular matrix (ECM) organization, ECM-receptor interaction, axon guidance, actin cytoskeleton, and biomineral tissue development, all of which reflect their bone building function. Interestingly, the unique features of adipogenic differentiation include cytokine-cytokine receptor interaction, immune system process, circadian rhythm, osteoclast differentiation, TNF, HIF-1, chemokines signaling pathways, among others. Considering that adipocytes reside in a hematopoietic environment with affluent blood vessels, these features suggest an important regulatory role of adipocytes on its marrow environment.

To validate the lineage differentiation routes predicted by our Seurat and Monocle data, we chose two genes, *Dmp1* and *Acta2 (αSMA*), for further investigation. DMP1 was previously reported as an osteocyte marker (Lu et al., 2007). Our sequencing analysis revealed that its expression is turned on in LCPs mostly in osteogenic differentiation route (Figure 2D,E). 

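Dmp1 took part in naming Ocy-like cells, where it reached 4549 CPM (4389 to 4714) and 5848 CPM (5720.1 to 5979) in the 1 and 1.5 month libraries, so that level is no separate result. It lies on chromosome 5 from 104202613 to 104214102. Subcluster 7, which carries Hey1 at 129.5 and 169 CPM, held 6.12 CPM (3.26 to 10.5) and 46.5 CPM (38.4 to 55.8) of Dmp1. Subcluster 12, with 41.1 and 59.4 CPM of Hey1, held 648 CPM (602 to 696) and 1817 CPM (1751 to 1885) of Dmp1. OB-like cells had 110.2 and 338 CPM, LMP-like cells 26.3 and 43.7 CPM and AD-like cells 7.92 and 44.5 CPM, with 10.6 CPM in neutrophil-like cells of the 1 month library. The LCP cluster of the paper has no list of markers in its text, and neither subcluster was given its name.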

In 3-month-old *Dmp1-Cre Rosa26 <lsl-tdTomato>* (Dmp1:Td) mice, Td labeled almost all osteoblasts and osteocytes, some stromal cells and a few Perilipin^+^ adipocytes (6 out of 92 adipocytes counted, n = 3 mice, 6.1%, Figure 2F), which is similar to a previously reported Dmp1-Cre targeting pattern (Lim et al., 2016). αSMA was previously reported as an osteoprogenitor marker (Kalajzic et al., 2008). 

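Acta2, which was not used to name clusters, lies on chromosome 19 from 34241090 to 34255590. It was counted in LMP-like cells at 455 CPM (438 to 473) at 1 month and 171 CPM (162 to 179.8) at 1.5 months. The other named mesenchymal classes had 8.26 to 66.0 CPM and 11.0 to 59.6 CPM, and unnamed subcluster 7 had 196 CPM (178 to 216) and 90.2 CPM (78.7 to 103). Of the LMP-like subclusters, 2 had 698 and 222 and 6 had 99.4 and 55.7 CPM. Mural-like cells, outside the lineage, held 5709 CPM (5418 to 6012) and 4749.6 CPM (4545 to 4961), and neutrophil-like cells at 1 month 24.1 CPM. In the 3 and 16 month libraries, LMP-like cells had 78.5 CPM (68.6 to 89.4) and 93.1 CPM (81.5 to 106).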

We found that it is a marker for the LMP cluster (Figure 2G,H). In *Acta2-CreER Rosa26 <lsl-tdTomato>* (Acta2ER:Td) mice at 3 months after Tamoxifen injections, Td labeled many osteoblasts, osteocytes (185 out of 256 osteocytes counted, n = 3 mice, 68.2%), and bone marrow Perilipin^+^ adipocytes (42 out of 124 adipocytes counted, n = 3 mice, 33.7%, Figure 2I), confirming that αSMA labels mesenchymal progenitors before bifurcated differentiation.

### Age-dependent changes in bone marrow mesenchymal subpopulations

Mouse bone marrow mesenchymal progenitor pool shrinks drastically over time. Indeed, CFU-F frequency of endosteal bone marrow harvested from 16-month-old *Col2:Td* mice decreased by 73% compared to that from 1-month-old mice (Figure 3A). Similar to adolescent mice, almost all CFU-F colonies from adult and aging mice were Td^+^ (Figure 3A) and top 1% Td^+^ cells sorted from endosteal bone marrow contained almost all CFU-Fs (100% Td^+^) in unsorted cells (Figure 3—figure supplement 1A, B). These data support the use of a similar scRNA-seq approach on adult and aging bone marrow mesenchymal lineage cells.

After quality control, we obtained 4502 cells with 19 clusters in a 3 month dataset and 8823 cells with 16 clusters in a 16 month dataset (Figure 3—figure supplement 1C). Among them, 2510 (2040 genes/cell and 7243 UMIs/cell) and 7354 (2671 genes/cell and 9660 UMIs/cell) were mesenchymal lineage cells in 3 and 16 month dataset, respectively. 

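Td+ cells of 3 mice aged 3 months and of 3 mice aged 16 months were pooled into 1 library per age. As for the younger mice, the authors deposited UMI counts per gene and barcode, without normalization and before the filter on cells. The 3 month table held 4516 barcodes and 32672631 UMIs over the same genes as the younger tables. The 16 month table held 9229 barcodes and 93269331 UMIs over 31054 genes, of which 26600 are in all 4 tables. Under the limits of 200 genes, 6000 genes and 5% mitochondrial UMIs, 4180 and 6143 cells passed, and the paper's reported values are 4502 and 8823. The mitochondrial limit removed 326 barcodes (7.22%) at 3 months and 2987 (32.4%) at 16 months. With limits of 10% and 30%, 4454 and 4502 of the 3 month and 8180 and 8788 of the 16 month cells passed, the largest moves. Median depths of the passing cells were 6264 UMIs and 1919.5 genes at 3 months and 9670 UMIs and 2913 genes at 16 months. Each library was clustered on its own with the settings of the 1 month dataset, which gave 22 and 19 clusters. Y-linked Ddx3y stood at 69.3 and 93.9 CPM in mesenchymal cells, Eif2s3y at 19.9 and 34.2, Uty at 10.7 and 14.5, Kdm5d at 2.49 and 7.90, and Xist at 0.0542 and 0.502 CPM. The gene list, the library and the age of the mice change together at 16 months and cannot be told apart from these counts alone.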

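Mesenchymal clusters held 2538 of the 3 month cells, with medians of 1996 genes and 6528 UMIs, and 4914 of the 16 month cells, with 3021 genes and 9944 UMIs. They were 60.7% (59.2 to 62.2) and 80.0% (79.0 to 81.0) of the cells that passed the filter. Hematopoietic cells made up 32.7% (31.2 to 34.1) and 12.9% (12.0 to 13.7), endothelial cells 5.91% (5.21 to 6.67) and 1.45% (1.17 to 1.78), and mural cells 0.718% (0.485 to 1.02) and 0.342% (0.212 to 0.522). At 16 months, 328 cells (5.34%) in 2 clusters of few UMIs had no class. The 3 younger libraries had 0 such cells. A resolution of 0.5 moved the 16 month mesenchymal share to 83.0%, by placing part of these cells with mesenchymal clusters. The share also depends on rounding, with 83.1% under Nehalem and 83.0% under Sandybridge kernels and 2.25% without a class in both. Over all settings run it was lowest without the highest doublet scores, at 68.7%, and highest with at least 1000 genes, at 87.7%, and at 3 months all variable genes moved it to 52.4%. With a mitochondrial limit of 30%, 7287 mesenchymal cells were found at 16 months. Of them, 28.9% lay above the 5% limit.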

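The 3 month mesenchymal cells formed 12 and the 16 month cells 14 subclusters under the settings used for the younger libraries. At 3 months, 1 subcluster was EMP-like (117 cells), 2 were LMP-like (480), 1 OB-like (300), 1 Ocy-like (33), 1 AD-like (422) and 4 CH-like (897 cells). Subcluster 6 with Hey1 at 30.3 CPM and subcluster 11 kept numbers. The genes leading subcluster 6 included Ngp and S100a8, which are neutrophil genes. At 16 months, 1 subcluster each was EMP-like (108 cells), LMP-like (243), OB-like (241) and Ocy-like (48), 6 were AD-like (3748 cells) and 2 CH-like (118 cells). Subcluster 5 of 368 cells, led by Spp1, Cdh15 and Col25a1, and subcluster 13 of 40 cells, led by the hemoglobin genes Hbb-bs, Hbb-bt and Hba-a2, kept numbers. Several AD-like subclusters at 16 months were led by genes of inflammation or handling, Ccl2, Ptx3 and Ccl7 in 1 and Cxcl9, Iigp1 and Cxcl10 in another, and 1 was led by the immunoglobulin gene Igkc.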

Unsupervised clustering of cells in both datasets using tSNE and UMAP yielded similar clustering patterns (Figure 3B, Figure 3—figure supplement 1D) and cluster markers (Figure 3C) as 1 month dataset. Notably, IMP cluster was not detected in 16 month dataset. 

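At 16 months the cells next to EMP-like cells formed 1 LMP-like subcluster of 243 cells, and no unnamed subcluster was counted as progenitors. At 3 months there were 2 LMP-like subclusters of 248 and 232 cells. Unnamed subcluster 11 of 49 cells, with Ly6a and Mfap5 among its leading genes, joined the 2 in the tree, and with 20 components an unnamed subcluster lay between them and EMP-like cells. Subcluster 11 was not counted as progenitors, because AD-like cells were its second nearest class. In the younger cells, LMP-like subcluster 6 of 569 cells lay nearest to EMP-like cells, and unnamed subclusters counted as progenitors held 2.14% of the 1 month and 0.893% of the 1.5 month bone marrow mesenchymal cells. These numbers depend on the rounding of the computation. With Nehalem kernels, a choice made after the data were seen, the unnamed subclusters counted as progenitors held 16.3% at 1 month, 7.99% at 1.5 months and 0% at 3 and at 16 months, and LMP-like cells fell from 30.4% to 21.8% of the combined 1 and 1.5 month cells. With all 4 libraries clustered together, the LMP-like subcluster led by Sfrp2, Nov and Nppc held 361, 377, 288 and 136 cells of the 1, 1.5, 3 and 16 month libraries.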

After removing chondrocytes, pseudotime trajectories using either Monocle or Slingshot again put EMPs at one end and osteocytes and adipocytes at the other two ends (Figure 3D).

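The minimum spanning tree over the 8 subclusters of the 3 month cells had 4 ends, with the EMP-like, Ocy-like and AD-like subclusters and 1 of the 2 LMP-like subclusters among them. The tree of the 16 month cells, over 12 subclusters, had 7 ends. Ocy-like, LMP-like and 3 of the 6 AD-like subclusters were ends, and the EMP-like subcluster was not, with 30 or with 20 components. At a resolution of 0.5 no 16 month subcluster was named EMP-like.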

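Clustering all 4 libraries together gave 16 mesenchymal subclusters. Without the 4 CH-like and 1 mixed subcluster, 1 was EMP-like (633 cells), 2 LMP-like, 1 OB-like (1041 cells), 1 Ocy-like (227 cells), 3 AD-like and 3 unnamed. The unnamed subclusters were led by Spp1 and Mmp9 (831 cells), by Limch1 and Kcnk2 (606 cells), and by Kera and Chodl (37 cells). In their tree the EMP-like, Ocy-like and AD-like subclusters were at ends.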

Merging all age datasets generated 6 clusters: EMP, LMP, osteoblast, osteocyte, LCP, and adipocyte (Figure 3E). It is conceivable that the mesenchymal progenitor pool with bi-lineage differentiation ability was drastically shrunk in the aging sample while the adipocyte population was greatly expanded (Figure 3F-G), which is consistent with our CFU-F results. 

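AD-like cells made up 12.1% (10.6 to 13.7) of 1727 bone marrow mesenchymal cells at 1 month, 37.6% (35.9 to 39.3) of 3135 at 1.5 months, 25.7% (23.6 to 27.9) of 1641 at 3 months and 78.1% (77.0 to 79.3) of 4796 at 16 months. In the combined 1 and 1.5 month cells the share was 28.5% (27.3 to 29.8). The 1 and 1.5 month libraries, of nearly the same age, differed by 25.5 percentage points, and the 16 month library lay 40.5 points above the highest younger library. Progenitors, taken as EMP-like and LMP-like cells and the unnamed subclusters whose 2 nearest classes they are, were 49.2% (46.8 to 51.6), 33.2% (31.6 to 34.9), 36.4% (34.0 to 38.8) and 7.32% (6.60 to 8.09) at the 4 ages and 38.9% (37.5 to 40.3) in the combined 1 and 1.5 month cells. The difference in the AD-like share between 16 months and the combined 1 and 1.5 month cells was 49.6 percentage points. The alternatives moved it most with a mitochondrial limit of 10%, to 39.1 points. The difference in the progenitor share was -31.6 points, and the same limit moved it most, to -28.7 points. OB-like cells were 5.03% (4.42 to 5.68) and Ocy-like cells 1.00% (0.739 to 1.32) of the 16 month cells. From these proportions, together with its CFU-F assays, the paper proposes that the pool of progenitors able to form both lineages shrinks with age while the adipocyte population expands.

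**Figure D1:**
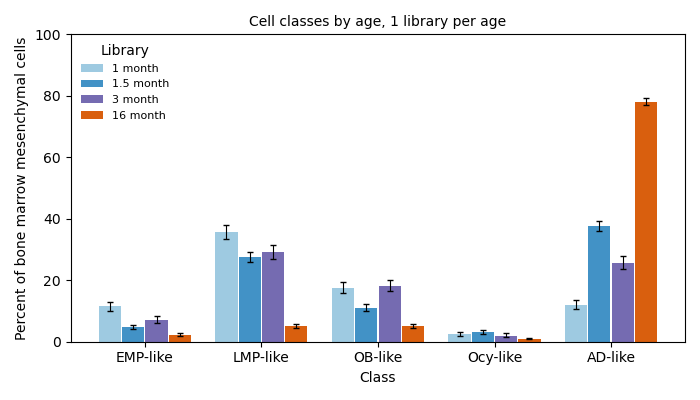
Share of bone marrow mesenchymal cells (percent, vertical axis) in each class (horizontal axis) for the 1, 1.5, 3 and 16 month libraries, 1 library per age. Bars are shares and lines exact Clopper-Pearson intervals that cover counting error only, and the 16 month AD-like bar stands at 78.1%.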

Pseudotime trajectory analyses again revealed a similar Y shape curve as 1 month dataset (Figure 3—figure supplement 2A). 

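In the components of the 4 libraries clustered together, each cell was placed on the line from the centre of the EMP-like cells of the 3 younger libraries (0) to that of their AD-like cells (1). The median position of EMP-like cells was -0.07, -0.08, 0.07 and 0.40 in the 1, 1.5, 3 and 16 month libraries, over 210, 171, 112 and 140 cells. Quartiles at 16 months were 0.07 and 0.59, against -0.16 and 0.39 at 3 months. LMP-like cells had medians of 0.33, 0.36, 0.33 and 0.39. In diffusion pseudotime the median percentile of EMP-like cells was 2.29, 2.21, 3.44 and 6.07, and that of LMP-like cells 12.8, 16.8, 13.6 and 15.4. Free RNA differs between libraries and moves such positions, and its part in this shift is open.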

Interestingly, while EMP and LMPs in 1 and 3 month datasets were more centered at the starting point of pseudotime, those cells in 16 month dataset shifted toward differentiated status, particularly the adipocyte end (Figure 3—figure supplement 2B, C). We further examined the expression pattern of adipocyte markers in each cell cluster among different age groups (Figure 3—figure supplement 2D). Some of them, such as *Cebpa* and *Lpl,* were expressed at higher levels in most mesenchymal subpopulations, particularly EMP and LMP, in 16 month dataset comparing to 1 and 3 month datasets, suggesting an adipocytic drift during aging. 

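Cebpa and Lpl were among the markers that named AD-like cells, but not EMP-like or LMP-like cells, where their level is a separate measurement. In EMP-like cells Cebpa, on chromosome 7 from 35119293 to 35121928, was counted at 19.1 CPM (13.1 to 27.0) at 1 month, 22.4 CPM (14.7 to 32.5) at 1.5 months, 21.5 CPM (10.7 to 38.5) at 3 months and 60.7 CPM (46.2 to 78.3) at 16 months. In LMP-like cells it had 12.7, 18.6, 24.6 and 41.1 CPM (33.5 to 49.9). Lpl, on chromosome 8 from 68880491 to 68907448, had 150.0 CPM (132 to 169.8), 268 CPM (240.0 to 299), 41.1 CPM (25.4 to 62.8) and 879 CPM (821 to 940.1) in EMP-like cells, and 159, 208, 166 and 475 CPM (448 to 503) in LMP-like cells. Log2 ratios of the 16 month value over the mean of the younger libraries in EMP-like cells were 1.53 for Cebpa and 2.52 for Lpl. When only EMP-like cells with at least 2 UMIs of Mfap5, Clec3b, Pi16 and Dpt after thinning were taken, the ratio for Cebpa fell to 0.70, its largest move. In all, 46 of 107 EMP-like cells with at least 3000 UMIs of the 16 month library met this, against 173 of 198 at 1 month. The ratio for Lpl moved most with the rounding of Nehalem kernels, to 3.41. The other genes of the figure in EMP-like cells went from 4.78, 4.14 and 5.87 to 18.5 CPM for Pparg, and from 6.57, 74.6 and 5.87 to 269 CPM for Adipoq. The share of cells with a UMI after thinning every cell to 3000 UMIs was 64.5% for Lpl and 11.2% for Cebpa in 16 month EMP-like cells, which had a median of 8503 UMIs before thinning. In neutrophil-like cells of the same library, with a median of 7253 UMIs, it was 23.9% for Lpl and 6.72% for Cebpa. In erythroid-like cells it was 24.5% and 6.94%. The Cebpa interval of EMP-like cells (5.93 to 18.8) overlaps those of the neutrophil-like cells (3.89 to 10.7) and the erythroid-like cells (3.94 to 11.2), so its share of cells is not beyond that of these hematopoietic cells. Whether neutrophil-like cells make Cebpa themselves was not tested. For Cebpa in LMP-like cells it was 9.92%, within both of these intervals. Unthinned, 78.7% of EMP-like cells held a UMI of Lpl and 36.1% of Cebpa. The limit of 3000 UMIs left out 1 EMP-like and 50 neutrophil-like cells.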

Lepr was previously described as a marker labeling adult MSCs but not young MSCs (Zhou et al., 2014). Here we observed that Lepr expression is much higher in 16 month EMPs than in 1 month EMPs, likely providing an explanation for why *Lepr-Cre* labels adult MSCs but not young MSCs in mouse bone marrow (Zhou et al., 2014).

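Lepr lies on chromosome 4 from 101717404 to 101815352 and was not used to name clusters. In EMP-like cells it was counted at 9.56 CPM (5.47 to 15.5) at 1 month, 34.0 CPM (24.4 to 46.1) at 1.5 months, 17.6 CPM (8.06 to 33.4) at 3 months and 471 CPM (429 to 517) at 16 months. In AD-like cells it had 159.6 CPM (141 to 180.1), 314 CPM (302 to 328), 234 CPM (212 to 257) and 929 CPM (919.7 to 939), and in LMP-like cells 5.13, 6.86, 6.94 and 98.8 CPM. After thinning every cell to 3000 UMIs, a Lepr UMI was found in 57.0% of 107 EMP-like cells at 16 months, in 13.9% of 238 neutrophil-like and in 12.0% of 216 erythroid-like cells, whose median depth was 12565 UMIs. The unthinned share in EMP-like cells was 73.1%. At 1 month it was found in 3.54% of EMP-like and 0.358% of neutrophil-like cells, with median depths of 7438 and 11488 UMIs. The log2 ratio over the mean of the younger libraries was 4.53 in EMP-like cells, and 3.45 over the cells with at least 2 UMIs of Mfap5, Clec3b, Pi16 and Dpt, the largest move. At 16 months these cells carried 289.9 CPM of Lepr (207 to 395) after thinning, and the other 61 EMP-like cells 596 CPM (489 to 719).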

**Figure 3.**
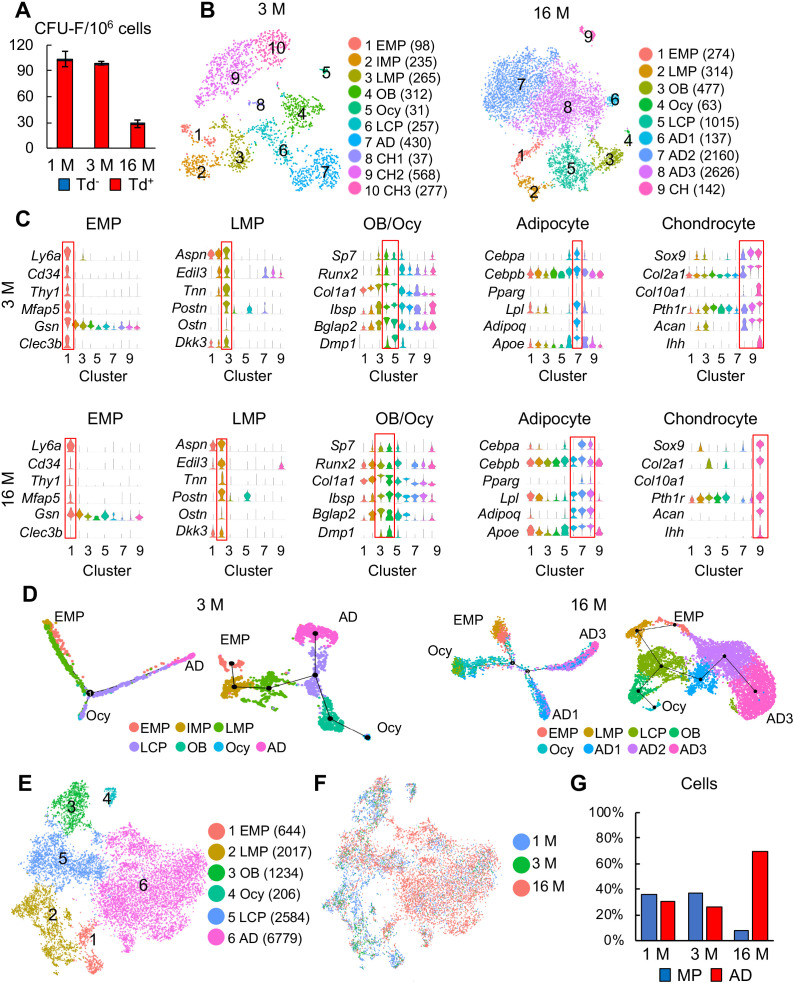
Large scale scRNA-seq analyses of bone marrow mesenchymal lineage cells from 3- and 16-month-old Col2:Td mice confirm the same in vivo mesenchymal subpopulations as 1-month-old mice. (**A**) CFU-F assays of endosteal bone marrow cells from 1-, 3-, and 16-month-old Col2:Td mice. n = 3 mice/group. Td^+^ and Td^-^ CFU-F colonies are quantified. (**B**) The tSNE plots of Td^+^ mesenchymal lineage cells isolated from endosteal bone marrow of 3- and 16-month-old Col2:Td mice (n = 3 mice/group). Cell numbers are listed in parenthesis next to cluster names. OB: osteoblast; Ocy: osteocyte; LCP: lineage committed progenitor; AD: adipocyte; CH: chondrocyte. (**C**) Violin plots of marker gene expression for indicated clusters in 3 and 16 month datasets. (**D**) Monocle (left) and Slingshot (right) trajectory plots of bone marrow mesenchymal lineage cells (excluding chondrocytes) in 3 and 16 month datasets. Cells are labeled according to their Seurat clusters. (**E**) An integrated tSNE plot of 1, 3, and 16 month datasets shows the clustering pattern. (**F**) An integrated tSNE plot of 1, 3, and 16 month datasets shows the distribution of each age group. (**G**) The percentages of mesenchymal progenitors before lineage commitment and adipocytes (ADs) within bone marrow mesenchymal lineage cells are quantified in each age group based on tSNE distribution. Figure 3—source data 1.Raw data for Figure 3G.

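The source data give cell numbers per cluster, and their shares are taken here over all bone marrow mesenchymal cells without chondrocytes. By that count the paper's reported shares of adipocytes are 30.8%, 26.4% and 69.7% in the 1, 3 and 16 month datasets, and its shares of progenitors 35.6%, 36.7% and 8.32%. They rest on the paper's 5100, 1626 and 7066 cells, where the deposited counts gave 4862, 1641 and 4796 under the 5% limit. OB-like cells were 17.6%, 11.1% and 18.3% and Ocy-like cells 2.37%, 3.06% and 2.01% of the 1, 1.5 and 3 month cells. At a mitochondrial limit of 30%, 4599 AD-like cells were found at 16 months, 19.6% of them above 5%. Of the EMP-like cells under that limit 55.6% lay above 5%, and of the OB-like cells 33.2%.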

**Figure 3—figure supplement 1.**
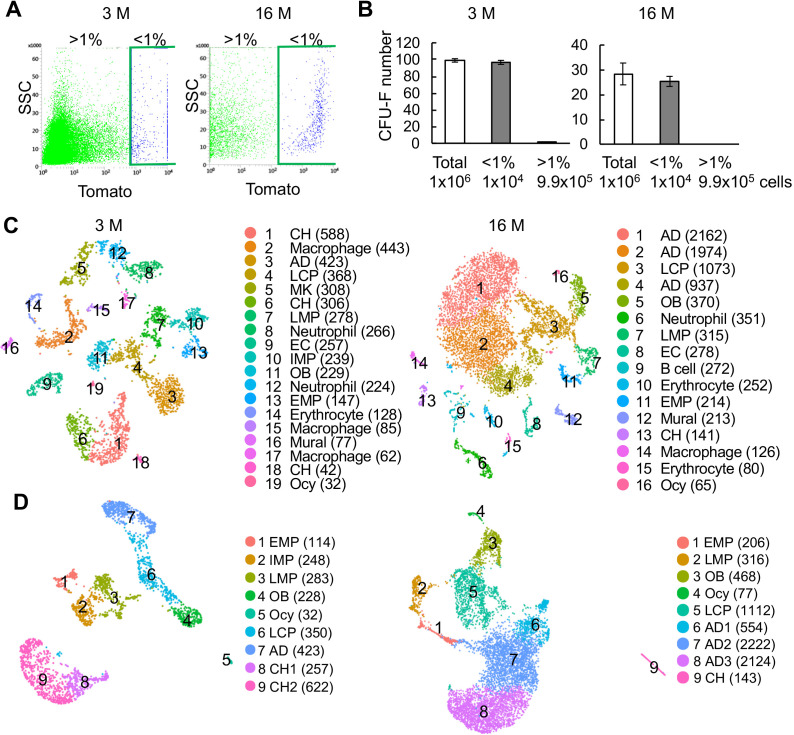
Large scale scRNA-seq analysis of top 1% Td^+^ cells from the endosteal bone marrow of 3- and 16-month-old Col2:Td mice. (**A**) Endosteal bone marrow cells from 3- and 16 month old mice were FACS sorted into top 1% (<1%) and >1% Td expressing cells. (**B**) Unsorted and sorted cells were cultured for CFU-F assay. Cell number per flask is listed below. n = 3–4 flasks/group. (**C**) The tSNE plot of 4502 and 8823 Td^+^ endosteal bone marrow cells isolated from 3- and 16-month-old Col2:Td mice, respectively (n = 3/age). Cell numbers are listed in parenthesis next to cluster names. OB: osteoblast; Ocy: osteocyte; LCP: lineage committed progenitor; AD: adipocyte; CH: chondrocyte; MK: megakaryocyte; EC: endothelial cell. (**D**) The UMAP plot of 2510 and 7354 mesenchymal lineage cells from 3- and 16-month-old Col2:Td mice.

**Figure 3—figure supplement 2.**
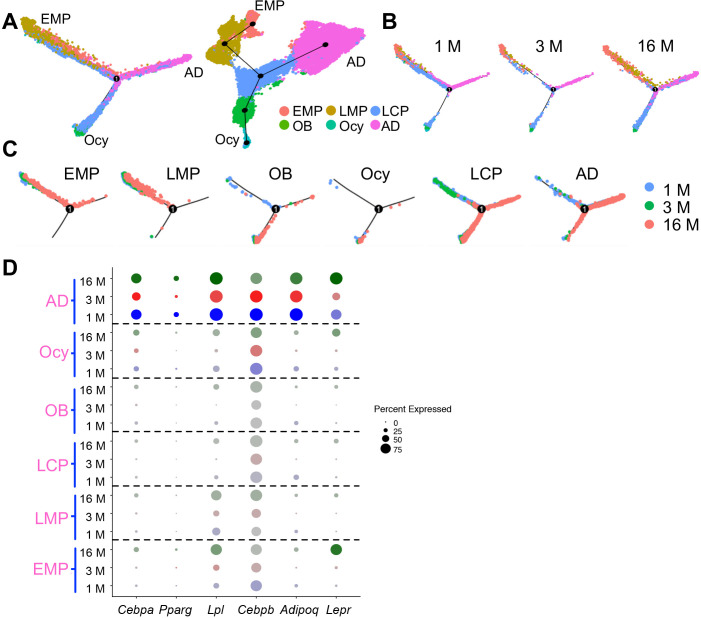
Pseudotime trajectory analysis of bone marrow mesenchymal lineage cells from all age groups. (**A**) Monocle (left) and Slingshot (right) trajectory plots of bone marrow mesenchymal lineage cells of integrated database from mice at 1, 3 and 16 months of ages. Cells are labeled according to their Seurat clusters. (**B**) Monocle trajectory plots are separated based on age groups. (**C**) Monocle trajectory plots are separated based on age groups and Seurat clusters. (**D**) Dotplot of *Cebpa*, *Pparg*, *Lpl*, *Adipoq* and *Lepr* in Seurat clusters across different age groups. The circle size is proportional to the percentage of cells expressing the gene and transparency of circle is reversely correlated with the average gene expression level.

In summary, we conclude that the same pool of EMPs with the same hierarchy differentiation pattern is responsible for bone formation by mesenchymal lineage cells at adolescent, adult, and aging stages. During aging, EMPs are not only reduced in numbers but also drifted toward more adipogenic status, which might further account for the loss of progenitor activity.

### Discovery of a novel adipogenic lineage cell population in bone

The conventional view of bone marrow adipocytes is that they are Perilipin^+^ cells with a single large lipid droplet (Horowitz et al., 2017). However, due to their large size and buoyance, those cells cannot be captured by pelleting and cell sorting. Furthermore, they are rare in the adolescent mouse bones. Therefore, we were surprised to identify a large cell cluster in young mice that express common adipocyte markers, including *Pparg, Cebpa, Adipoq, Apoe,* and *Lpl* (Figure 4—figure supplement 1A, C). However, they do not express *Plin1*, a gene encoding lipid droplet coating protein, and they express *Fabp4,* a gene encoding a fatty acid binding protein, at a very low level, implying that they do not contain lipid droplets. In addition, these cells express a variety of other group defining genes, such as *Lepr, Cxcl12, Il1rn, Serpina3g, Kng1, Kng2, Agt, Esm1,* and *Gdpd2* (Figure 4—figure supplement 1B, D). qRT-PCR analysis demonstrated that those genes are indeed up-regulated during adipogenic differentiation of mesenchymal progenitors in culture (Figure 4—figure supplement 2), supporting that cluster 7 in 1 month dataset represents adipose lineage cells.

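The AD-like cells of the 1 and 1.5 month libraries, 209 and 1179 cells, were named from Pparg, Cebpa, Adipoq and Lpl, so the levels of these 4 genes in them are no separate result. Apoe, on chromosome 7 from 19696109 to 19699188, was not used for naming. It was counted at 3867 CPM (3773 to 3963) and 7202 CPM (7141 to 7265) in AD-like cells, against 229 to 491 CPM and 204 to 345 CPM in EMP-like, LMP-like, OB-like and Ocy-like cells. Subcluster 7 held 1609.7 and 3129 CPM of Apoe, and all hematopoietic cells together 1412 and 1762 CPM.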

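Plin1, on chromosome 7 from 79720218 to 79732903, had 0 UMIs in the 209 AD-like cells of the 1 month library, which allows a share of cells with a UMI of up to 1.44%, and 2 UMIs in the 1179 of the 1.5 month library, or 0.278 CPM (0.0336 to 1.00). Mural-like cells held 3.97 and 4.67 CPM. Fabp4 was counted at 48.1 CPM (38.1 to 60.0) and 17.3 CPM (14.4 to 20.7) in AD-like cells. Neutrophil-like cells of the 1 month library had 10.1 CPM, EMP-like cells 53.2 and 5.80 CPM, and endothelial-like cells, where the gene is abundant, 2399 and 2963 CPM.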

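None of these 9 genes was used for naming, and all were higher in AD-like cells than in EMP-like, LMP-like, OB-like and Ocy-like cells of both libraries. Esm1 had 633 CPM (595 to 673) and 1146 CPM (1122 to 1171) in AD-like cells, with at most 40.7 CPM in the other 4 classes. Agt had 894 and 1050.0 CPM, Gdpd2 589.6 and 1183 CPM, Il1rn 492 and 579.6 CPM and Serpina3g 426 and 667 CPM in AD-like cells. The highest of the 4 classes reached 125 CPM for Agt, 45.9 for Gdpd2, 21.5 for Il1rn and 17.8 for Serpina3g. Kng1 stood at 400.2 and 539 CPM and Kng2 at 470.2 and 542 CPM, with at most 16.3 and 24.9 CPM in the other classes. Subcluster 7, next to AD-like cells, carried 41.4 and 89.4 CPM of Esm1, 59.3 and 94.2 CPM of Lepr and 4815 and 7521 CPM of Cxcl12. At 1.5 months, AD-like transcripts were also found in other cells, with 1319 CPM of Cxcl12 in neutrophil-like cells, where the 1 month library had 83.4 CPM. From the markers and from gene expression during adipogenic culture, the paper takes this cluster to represent cells of the adipose lineage.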

To validate this population, we constructed adipocyte-specific *Adipoq-Cre* reporter mice: *Adipoq:Td* mice with or without *Col1a1-GFP* that labels osteoblasts. In line with the above sequencing data, there were many Td^+^ cells, existing either as CD45^-^ stromal cells or pericytes, in the bone marrow of newborn pups (Figure 4—figure supplement 3) when long bone undergoes rapid bone formation. At 1 month of age, Td labeled all Perilipin^+^ adipocytes, CD45^-^ stromal cells with a reticular shape, and pericytes, but not osteoblasts, osteocytes, growth plate or articular chondrocytes (Figure 4A). The majority of Td^+^ cells did not harbor lipid droplets (Figures 4B, 1995 out of 2000 cells counted, n = 6 mice, 99.8%) and none of them incorporated EdU (Figures 4C, 0 out of 2060 cells counted, n = 3 mice, 0%). After isolated from bone marrow, Td^+^ cells attached to the culture dish but did not form CFU-F colonies (Figures 4D, 0 out of 100 colonies counted, n = 3 mice, 0%). In freshly isolated endosteal bone marrow, Td^+^ cells constituted about 18% of CD45^-^Ter119^-^ cells. During culture, the percentage of Td^+^ cells decreased progressively after cell passage (P0 when CFU-F colonies became confluent: 2.03%; P1: 0.93%: P2: 0.31%, by flow cytometry analysis), suggesting that those cells have much less proliferative ability if any compared to mesenchymal progenitors. Moreover, while freshly sorted Td^+^ cells from bone marrow of Col2:Td mice formed bone with a hematopoietic compartment after transplanted under mouse kidney capsule, freshly sorted Td^+^ cells from Adipoq:Td bone did not form bone-like structure (Figure 4E), demonstrating that they are not mesenchymal progenitors. This is consistent with the notion that *Adipoq-Cre* does not label adipoprogenitors in peripheral fat depots (Liu et al., 2017). Indeed, the stromal vascular fraction (SVF) of visceral fat from Adipoq:Td mice contained no Td^+^ CFU-F colonies (data not shown).

**Figure 4.**
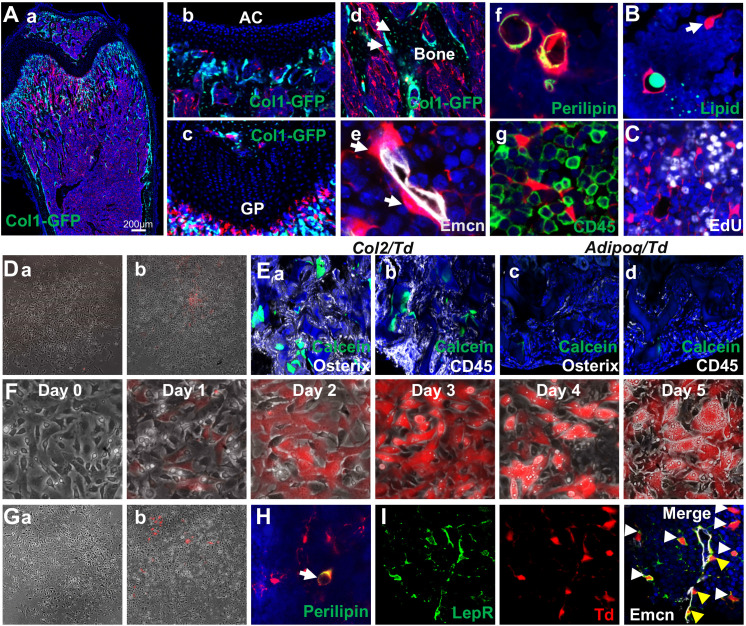
Mouse bone marrow contains abundant non-proliferative adipocyte precursors. (**A**) Representative fluorescent images of 1-month-old Adipoq:Td:Col1a1-GFP (**a–d**) or Adipoq:Td (**f–g**) femur reveal many bone marrow Td^+^ cells. (**a**) A low magnification image of a distal femur. (**b–g**) At a high magnification, Td does not label chondrocytes in articular cartilage (**b**) and growth plate (**c**), osteoblasts and osteocytes (arrows, **d**) but labels pericytes (arrows, **e**), Perilipin^+^ adipocytes (**f**), and CD45^-^ stromal cells (**g**). (**B**) According to BODIPY lipid staining, those Td^+^ stromal cells in a reticular shape (arrow) have no lipid accumulation. (**C**) In vivo EdU injection reveals that Td^+^ cells in Adipoq:Td mice do not proliferate. (**D**) CFU-F assay of bone marrow cells from Adipoq:Td mice shows that all CFU-F colonies are made of Td^-^ cells (**a**). (**b**) Some Td^+^ cells do attach to the dish but have minimum proliferation ability. n = 5 mice. (**E**) Endosteal bone marrow Td^+^ cells from 1-month-old Col2:Td mice (5 out of 5 transplants), but not Adipoq:Td mice (0 out of 3 transplants) form bone-like structure after transplanted under the kidney capsule. Representative fluorescent images of transplants were shown here. Osterix: osteoblasts; CD45: hematopoietic cells; Calcein: new bone surface. (**F**) In vitro adipogenic differentiation assay demonstrates that non-lipid-laden adipocytes exist as an intermediate state between mesenchymal progenitors and lipid-laden adipocytes. Mesenchymal progenitors, which are Td^-^, were obtained from culturing endosteal bone marrow cells from 1-month-old Adipoq:Td mice. Upon confluency, cells were cultured in adipogenic differentiation medium. The same area was imaged daily by inverted fluorescence microcopy. (**G**) CFU-F assay of bone marrow cells from P23 AdipoqER:Td mice (Tamoxifen injections at P14-16) shows that all CFU-F colonies are made of Td^-^ cells (**a**). (**b**) Some Td^+^ cells do attach to the dish but have minimum proliferation ability. n = 3 mice. (**H**) Immunofluorescence staining shows that Perilipin^+^bone marrow adipocytes are derived from non-lipid-laden adipocytes in 1-month-old AdipoqER:Td mice (Tamoxifen injections at P6, 7). (**I**) Representative images of co-localization of Td and Lepr in stromal (white arrows) and pericytes (yellow arrows) in bone marrow of 1-month-old Adipoq:Td mice.

**Figure 4—figure supplement 1.**
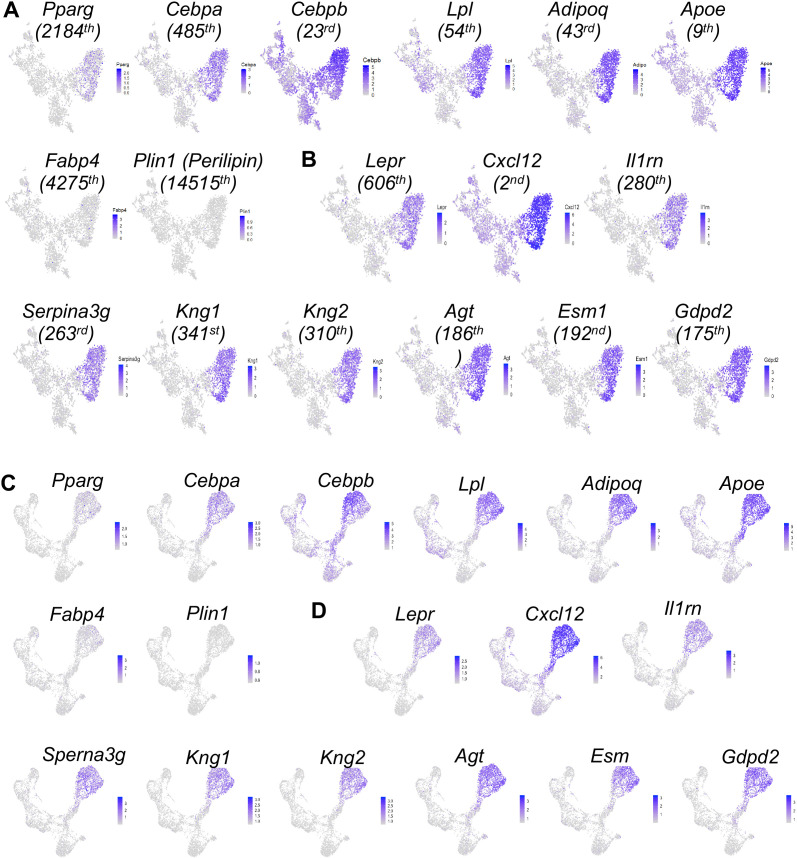
Large scale scRNA-seq data predict a large cluster of adipocytes in the bone marrow of adolescent mice. (**A**) The expression patterns of known adipocyte markers in tSNE plots. The number in parenthesis below each gene indicates its rank among all genes based on its expression level in the adipocyte cluster. (**B**) The expression patterns of predicted markers for the adipocyte cluster in tSNE plots. (**C, D**) The expression patterns of above markers in UMAP plots.

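Genes were ranked by their CPM in AD-like cells, averaged over the 1 and 1.5 month libraries with equal weight, among 27998 genes without the reporter. Of the genes used for naming, Lpl was at rank 36, Adipoq at 45, Cebpa at 587 and Pparg at 2264. Of the others, Apoe was at rank 12, Cebpb at 44, Agt at 165, Esm1 at 179, Gdpd2 at 180, Serpina3g at 276, Il1rn at 280, Kng2 at 307, Kng1 at 335, Lepr at 665, Fabp4 at 3975 and Plin1 at 14728. Cebpb was at rank 125 at 1 month and 28 at 1.5 months, while Lpl was at 40 and 42. Ranking by the mean over cells of the log-transformed counts moved Cebpb to rank 76, Serpina3g to 345, Il1rn to 371 and Fabp4 to 5594. It moved Plin1, which has almost no UMIs, to 14816.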

**Figure 4—figure supplement 2.**
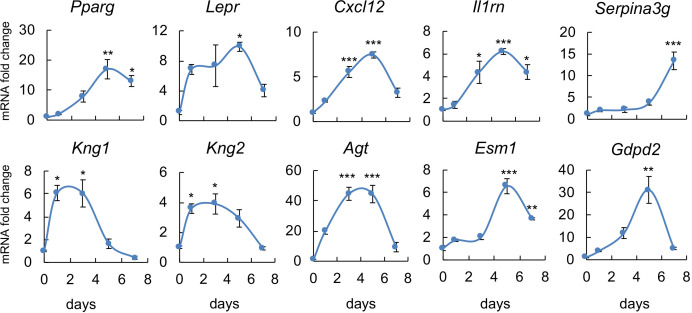
The adipocyte markers predicted by sequencing data are validated by in vitro adipogenic differentiation assay. Bone marrow mesenchymal progenitors were cultured to confluence and switched to adipogenic differentiation medium. Cells were harvested at indicated time points for qRT-PCR analysis of newly identified marker genes. *: p<0.05; **: p<0.01; ***: p<0.001 compared with day 0.

**Figure 4—figure supplement 3.**
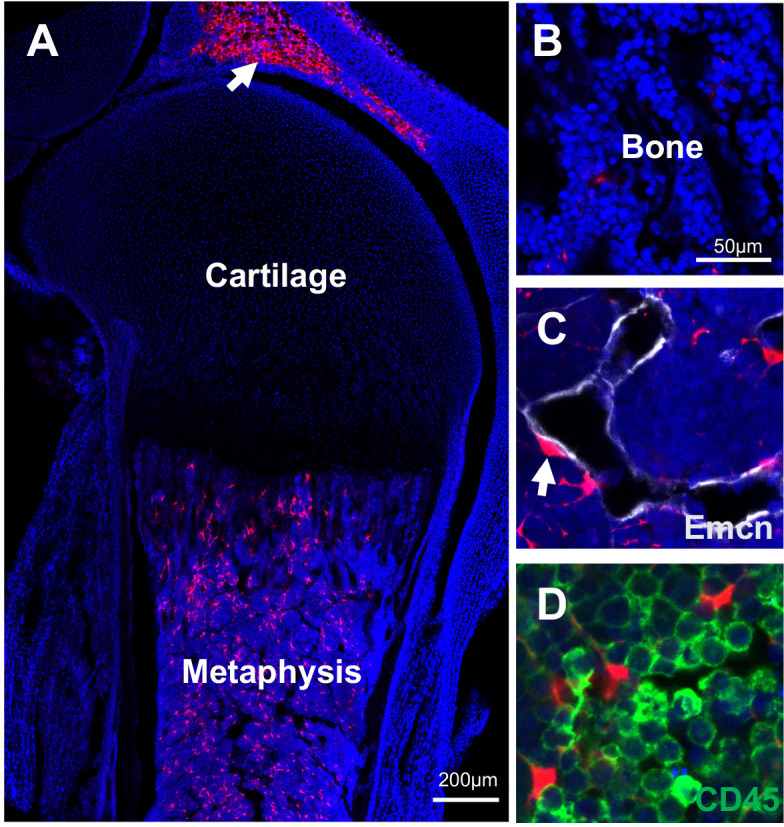
New born Adipoq:Td mice (**P5**) have abundant Td^+^ cells in the bone marrow. (**A**) Fluorescent image of the proximal tibia at a low magnification. Arrow points to patellar fat pad. (**B–D**) At a high magnification, it is obvious that Td does not label osteoblasts and osteocytes in trabecular bone (**B**) but does label pericytes (C, arrow) and CD45^-^ stromal cells (**D**).

**Figure 4—figure supplement 4.**
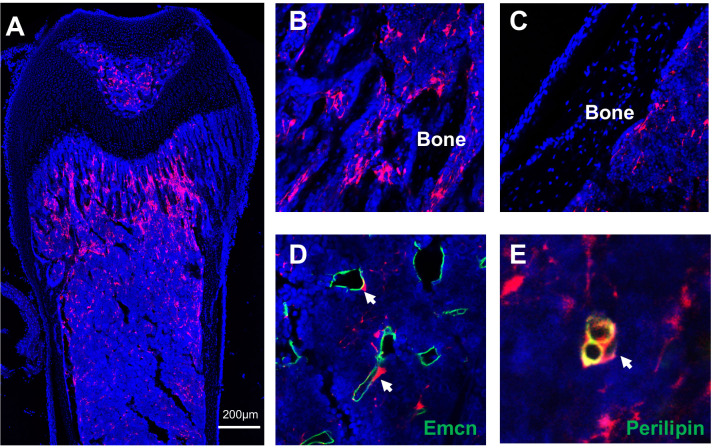
Young AdipoqER:Td mice have abundant Td^+^ cells in bone marrow. (**A**) Low magnification image of a femur from a P23 AdipoqER:Td mouse (Tamoxifen at P14-16) reveals abundant Td^+^ cells in the bone marrow. Td does not label chondrocytes in articular cartilage and growth plate. (**B–E**) High magnification images show that Td^+^ cells are located inside bone marrow (**B**). Similar to Adipoq:Td mice, Td^+^ cells in AdipoqER:Td mice are not osteoblasts and osteocytes (**C**). They are indeed pericytes (arrows, **D**) and Perilipin^+^ adipocytes (arrow, **E**).

To delineate the relationship among mesenchymal progenitors, non-lipid-laden Perilipin^-^Td^+^ cells, and lipid-laden Perilipin^+^Td^+^ cells, we subjected confluent mesenchymal progenitors from Adipoq:Td mice, which are Td^-^, to adipogenic differentiation. Interestingly, Td^-^ cells (day 0) became Td^+^ cells (days 1 and 2) with no lipid droplets and then evolved into Td^+^ cells with lipid accumulation (days 3–5, Figure 4F). For fate mapping in vivo, we generated *Adipoq-CreER Rosa26 <lsl-tdTomato>* (AdipoqER:Td) mice. Tamoxifen injections at P14-16 induced many Td^+^ cells in bone marrow at P23 with a similar distribution pattern as Td^+^ cells in Adipoq:Td mice (Figure 4—figure supplement 4). All CFU-Fs from their bone marrow were Td^-^ and only a few Td^+^ cells attached to the dish without further proliferation (Figure 4G). AdipoqER:Td mice receiving Tamoxifen injections at P6-7, when no Perilipin^+^ adipocytes can be detected in the proximal tibia, displayed Perilipin^+^Td^+^ adipocytes at 1 month of age (Figure 4H), suggesting that Perilipin^-^Td^+^ cells become bone marrow adipocytes in vivo. Taken together, our data clearly demonstrate that non-lipid-laden, *Adipoq-Cre* labeled cells constitute a mesenchymal subpopulation situated after mesenchymal progenitors and before classic lipid-laden adipocytes (LiLAs) along the adipogenic differentiation route of bone marrow EMPs. As a further validation that *Adipoq-Cre* labeled cells are cells in cluster 7 of 1 month dataset, we stained sections with Lepr, a cluster 7 marker. As expected, almost all Td^+^ cells are Lepr^+^ as well (Figure 4I).

Compared to conventional adipose depots, we did not detect the expression of *Lep* (white adipocyte marker), *Ucp1* (brown adipocyte marker), *Tnfrsf9* (beige adipocyte marker) in cells of adipocyte cluster based on our sequencing data. 

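Lep and Ucp1 had 0 UMIs in AD-like cells of both libraries, where the upper limit of the Poisson interval was 2.25 CPM at 1 month and 0.512 CPM at 1.5 months. Such a count allows a UMI in up to 0.254% of the 1179 cells of the 1.5 month library. Tnfrsf9 had 7 UMIs at 1 month and 2 at 1.5 months, or 4.26 CPM (1.71 to 8.78) and 0.278 CPM (0.0336 to 1.00). Hematopoietic cells held 1.38 and 1.303 CPM, and CH-like cells 5.08 and 5.18 CPM.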

Other adipose depot markers, such as *Hoxc8, Hoxc9* (white), *Cidea, Cox7a1, Zic1* (brown), *Cited1, Shox2, Tbx1* (beige) (Cheng et al., 2018; Wu et al., 2012), were expressed either at very low level or ubiquitously among most mesenchymal lineage cells. 

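In AD-like cells Zic1 had 0 UMIs in both libraries. Cidea, Cox7a1, Cited1 and Tbx1 were at 0, 2.44, 1.83 and 0 CPM at 1 month and at 0.278, 2.36, 1.39 and 0.139 CPM at 1.5 months, which hematopoietic cells matched or exceeded for Cidea, Cited1 and Tbx1 at 1.5 months. Hoxc8 was counted at 6.09 CPM (2.92 to 11.2) and 12.6 CPM (10.2 to 15.5), with 3.01 to 16.8 CPM and 5.57 to 35.1 CPM in the 5 other named classes. Hoxc9 was at 31.1 CPM (23.1 to 40.8) and 28.2 CPM (24.4 to 32.3), with 21.8 to 40.7 CPM and 26.4 to 57.0 CPM in those classes. Shox2 was found in all of them. It had 168 CPM (149 to 189) and 167 CPM (158 to 177) in AD-like cells, the highest of the 6 named classes, and 30.1 to 116 CPM and 42.2 to 131 CPM in the 5 others.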

Overall, our results indicate that bone marrow contains a unique, large population of adipogenic lineage cells that have no lipid storage.

### A 3D network in bone marrow formed by *Adipoq*-labeled stromal cells and pericytes

In the bone marrow of young Adipoq:Td mice, Perilipin^-^Td^+^ cells far exceeded Perilipin^+^Td^+^ adipocytes in number. Cell counting in tibial sections revealed approximate 400:1 and 1000:1 ratios of Perilipin^-^Td^+^ cells to Perilipin^+^Td^+^ in the metaphyseal and diaphyseal bone marrow, respectively (n = 3 mice). Morphologically, Perilipin^-^Td^+^ cells exist as stromal cells and pericytes. PDGFRβ is a general pericyte marker (Crisan et al., 2008) and Laminin is a component of basement membrane secreted by both pericytes and endothelial cells (Yousif et al., 2013). Our scRNA-seq data showed that both *Pdgfrb* and *Lamb1* are expressed at relatively higher levels in the adipocyte cluster among all mesenchymal clusters (Figure 5A, Figure 5—figure supplement 1). 

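Pdgfrb, on chromosome 18 from 61045150 to 61085061, was counted at 221 CPM (199 to 245) and 242 CPM (231 to 254) in AD-like cells of the 1 and 1.5 month libraries. The 5 other named mesenchymal classes had 1.88 to 67.7 CPM and 8.89 to 80.3 CPM, and mural-like cells 222 CPM (168 to 289) and 278 CPM (230.2 to 333). Lamb1 had 107 CPM (91.9 to 124) and 102 CPM (94.8 to 109.7) in AD-like cells. EMP-like cells came next with 78.3 CPM (65.5 to 92.9) and 78.7 CPM (63.7 to 96.2), whose intervals overlap those of AD-like cells, and the 4 others had 1.31 to 24.3 CPM and 3.60 to 28.0 CPM. Endothelial-like cells held 72.9 and 67.5 CPM of Lamb1.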

Pericytes identified by PDGFRβ or Laminin staining in a peri-capillary location were Td^+^ (850 out of 850 cells counted, n = 3 mice, 100%, Figure 5B), indicating that *Adipoq* marks pericytes surrounding bone marrow capillaries. To further confirm their pericyte nature, we mixed sorted Td^+^ cells from Adipoq:Td bone marrow with endothelial progenitors and conducted vasculogenic tube assays. Strikingly, most Td^+^ cells co-localized with newly formed tubes (Figure 5C), suggesting that they function as pericytes. Consistent with this, the adipocyte cluster express many angiogenic factors, such as *Vegfa, Vegfc, Angpt4, Rspo3* etc (Figure 5D, Figure 5—figure supplement 1). 

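Among the 6 named mesenchymal classes of the 1 and 1.5 month libraries, each of the 4 genes was highest in AD-like cells. Vegfa, on chromosome 17 from 46016993 to 46032369, had 188 CPM (168 to 210.4) and 131 CPM (123 to 139.6) there and 12.7 to 45.1 CPM and 15.2 to 47.4 CPM in the other classes. Vegfc had 125 CPM (109 to 144) and 217 CPM (207 to 229), against 0 to 20.3 CPM and 4.88 to 30.6 CPM. Rspo3 had 354 CPM (326 to 384) and 191 CPM (181 to 201), against 3.75 to 32.7 CPM and 5.08 to 57.9 CPM. Angpt4 had 125 CPM (108 to 143) and 105 CPM (98.1 to 113), and the other classes 1.69 to 6.12 CPM and 2.22 to 17.4 CPM. The unnamed subclusters 7 and 12 carried 92.3 and 63.8 CPM of Angpt4 at 1 month and 135 and 127 CPM at 1.5 months, so at 1.5 months AD-like cells were not the highest subcluster.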

Gene profiling of fractionated Td^+^ cells from Adipoq:Td bone marrow confirmed the remarkably high expression of these angiogenic factors as well as adipocyte markers and other newly identified markers (Figure 5E). Bone marrow pericytes seem to be unique because we did not observe Td^+^ pericytes in other tissues of Adipoq:Td mice, such as muscle, liver, lung, brain, heart, and kidney (Figure 5—figure supplement 2).

**Figure 5.**
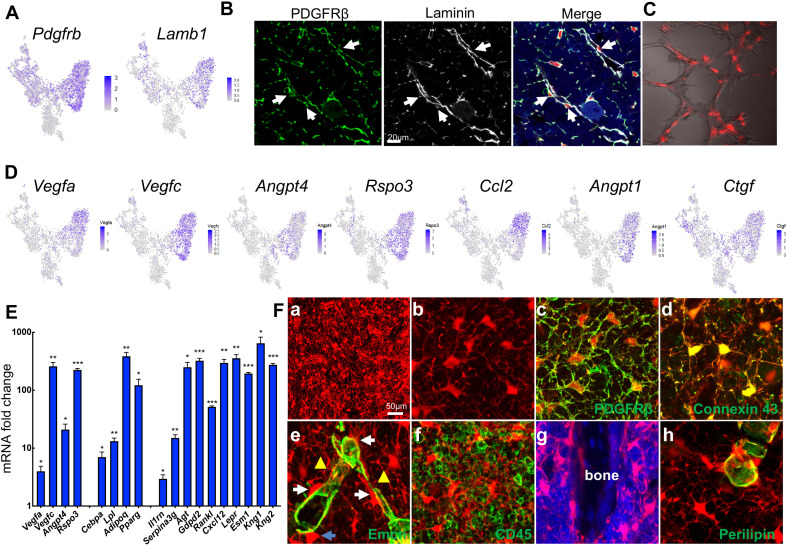
Non-lipid-laden Td^+^ cells in Adipoq:Td mice form a vast 3D network through their cell processes ubiquitously distributed inside the bone marrow. (**A**) The expression patterns of *Pdgfrb* and *Lamb1* are shown in tSNE plots. (**B**) Immunofluorescence staining reveals that all PDGFRβ^+^ and Laminin^+^ cells with a pericyte morphology are Td^+^ (pointed by arrows). (**C**) Td^+^ cells sorted from Adipoq:Td bone marrow act as pericytes after cocultured with bone marrow endothelial cells undergoing tube formation assay. (**D**) The expression patterns of angiogenic factors are shown in tSNE plots. (**E**) qRT-PCR analyses comparing mRNA levels in Td^+^ versus Td^-^ cells (set as 1) sorted from bone marrow of 1-month-old Adipoq:Td mice confirm that *Adipoq-Cre* labeled cells highly express angiogenic factors, known adipocyte markers, and novel markers suggested by sequencing data. *: p<0.05; **: p<0.01; ***: p<0.001 Td^+^ vs Td^-^, n = 3 mice. (**F**) A 3D network in bone marrow formed by Td^+^ stromal cells and pericytes in 1-month-old Adipoq:Td mice. (**a**) A low magnification image reveals the network of Td^+^ cells in the femoral bone marrow. (**b**) Td^+^ cell bodies and their processes are more obvious in a high magnification image. See Figure 5—video 1 for a 3D structure. (**c**) Those Td^+^ cells have PDGFRβ staining all over their cell processes. See Figure 5—video 2 for a 3D structure. (**d**) They also have punctuated Connexin 43 staining in their process, indicating cell-cell communication. See Figure 5—video 3 for a 3D structure. (**e**) Td^+^ pericytes have cell processes. Some processes protrude into bone marrow just like those of Td^+^ stromal cells and some of them wrap around the vessel wall. Similarly, Td^+^ stromal cells also extend their processes toward vessels either wrapping around the vessel wall (yellow triangles) or contacting the processes from pericytes. White arrows point to cells with a typical pericyte morphology. A blue arrow points to a Td^+^ cell sitting on a vessel with a stromal cell shape. Therefore, considering the presence of cell processes and connections, Td^+^ stromal cells and pericytes are indeed very similar. See Figure 5—video 4 for a 3D structure. (**f**) Cell processes from Td^+^ cells touch almost every CD45^+^ hematopoietic cells inside bone marrow. (**g**) They also reach trabecular bone surface. (**h**) On the contrary, most cell surface of Perilipin^+^Td^+^ adipocytes are smooth and round. See Figure 5—video 5 for a 3D structure. Figure 5—source data 1.Raw data for Figure 5E.

**Figure 5—figure supplement 1.**
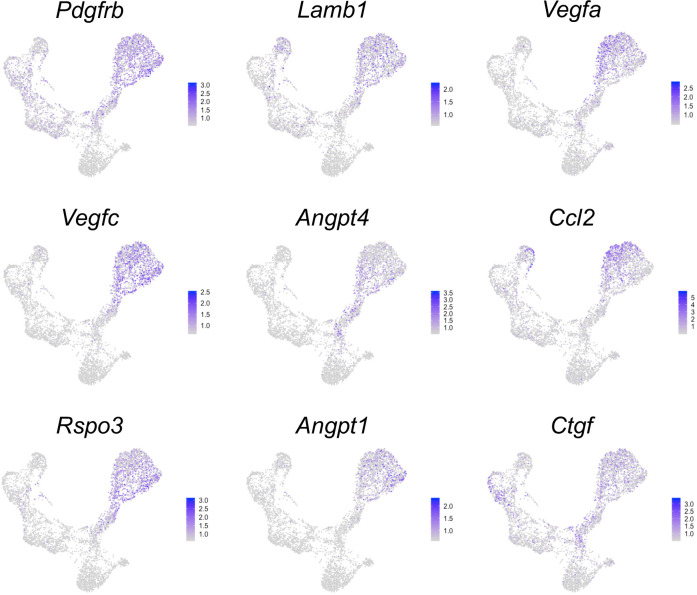
The expression patterns of pericyte markers and angiogenesis factors in UMAP plots.

**Figure 5—figure supplement 2.**
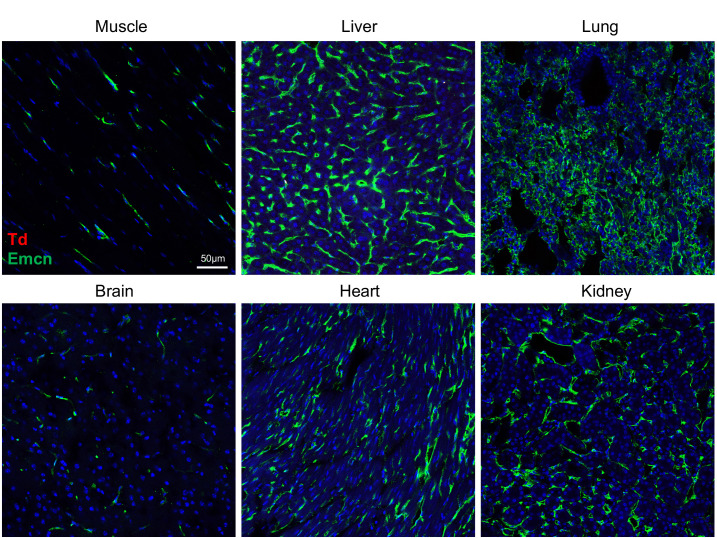
Td^+^ pericytes are unique to the bone marrow of Adipoq:Td mice. Td^+^ pericytes are not detected in muscle, liver, lung, brain, heart, and kidney of 1-month-old *Adipoq/Td* mice. Emcn: Endomucin. n = 3 mice.

**Figure 5—video 1.** Confocal fluorescence image of Td^+^ cells in bone marrow of Adipoq:Td mice to show its 3D network structure made of cell processes protruding from cell bodies. Scan depth: 50 μm.

**Figure 5—video 2.** Confocal fluorescence image of Td^+^ cells with PDGFRβ staining (green) in bone marrow of Adipoq:Td mice. Scan depth: 50 μm.

**Figure 5—video 3.** Confocal fluorescence image of Td^+^ cells with Connexin 43 staining (green, shown as dots on cell processes) in bone marrow of Adipoq:Td mice. Scan depth: 50 μm.

**Figure 5—video 4.** Confocal fluorescence image of Td^+^ cells with Emcn staining (green, vessel) in bone marrow of Adipoq:Td mice. Scan depth: 50 μm.

**Figure 5—video 5.** Confocal fluorescence image of Td^+^ cells with Perilipin staining (green) in bone marrow of Adipoq:Td mice. Large yellow circles are lipid-laden adipocytes. Scan depth: 50 μm.

Interestingly, when we scanned 50 µm-thick sections of Adipoq:Td long bones, we observed a striking 3D network made of cell processes from Td^+^ cells that were ubiquitously distributed inside bone marrow (Figure 5Fa, b, Figure 5—video 1). In sharp contrast to round hematopoietic cells, Td^+^ stromal cells and pericytes possessed an average of 6.1 ± 0.2 cell processes (52 cells counted, n = 3 mice), which were covered by cell membrane proteins, such as PDGFRβ and gap junction Connexin 43 (Figure 5Fc, d, Figure 5—videos 2 and 3). These processes were reminiscent of osteocytic canaliculi structure, although they are much longer and more disorientated. With these processes, Td^+^ stromal cells and pericytes were morphologically similar (Figure 5Fe, Figure 5—video 4). They all extended cell processes into the marrow, making numerous connections amongst themselves, around endothelial walls (Figure 5Fe), with hematopoietic cells (Figure 5Ff), and with bone surface (Figure 5Fg). In LiLAs, cell processes were only detected at a small portion of cell surface next to cytoplasm and nuclei but not at the most part of cell surface next to the lipid droplet (Figure 5Fh, Figure 5—video 5). The vast 3D structure of Td^+^ cells implies a unique communication role.

### The critical function of *Adipoq*-labeled cells in bone

We next sought to study the function of these Td^+^ cells by ablating them in 1-month-old *Adipoq-Cre Rosa26 <lsl-tdTomato>DTR* (Adipoq:Td:DTR) mice via diphtheria toxin (DT) injections. After two weeks, DT-treated mice displayed pale bones as compared to vehicle-treated mice (Figure 6A). In bone marrow Perilipin^+^Td^+^ and Perilipin^-^Td^+^ cells were greatly reduced by 95% and 88%, respectively (Figure 6B,C). Bone marrow vasculature underwent severe pathological changes, becoming dilated and distorted (Figure 6D,E). Quantification revealed 2.3- and 1.9-fold increases in vessel diameter and vessel area, respectively, and a 36% decrease in vessel density (Figure 6F). Additionally, the number of Emcn^+^CD31^+^ endothelial cells decreased by 45% after DT treatment (Figure 6G). In bone marrow, *Adipoq-Cre* labeled a similar density of pericytes as *Col2-Cre* (0.0172 ± 0.0019 vs 0.0174 ± 0.0028 pericytes/µm vessel length, n = 3 mice/group). Strikingly, DT injections drastically decreased Td^+^ pericytes by 90% to 0.0018 ± 0.0005 pericytes/µm vessel length (n = 3 mice/group, Figure 6E). Hence, one role of these non-lipid laden Td^+^ cells is to maintain normal bone marrow vessels.

**Figure 6.**
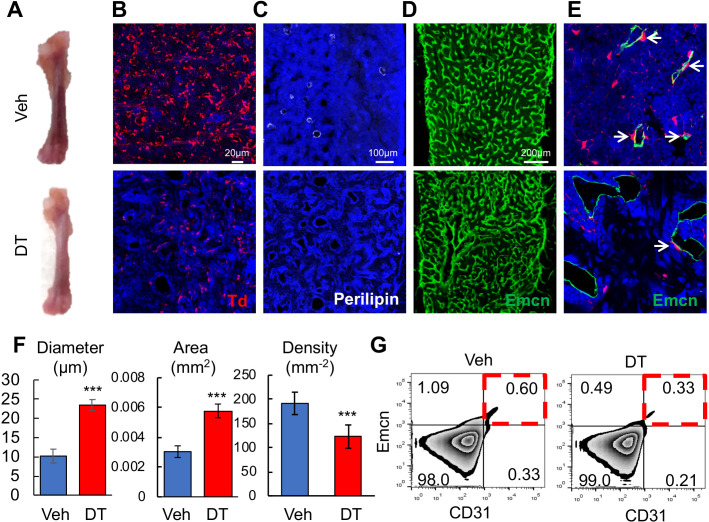
Bone marrow Adipoq^+^ cells are critical for supporting marrow vasculature. (**A**) Ablation of *Adipoq-Cre* labeled cells changes the color of long bones from red to pink. One-month-old Adipoq:Td:DTR mice received either veh or DT injections (50 μg/kg) every other day for 2 weeks and long bones were harvested for analysis. (**B**) Inside the long bone, Td^+^ cells were significantly reduced by DT injections. (**C**) Perilipin^+^ adipocytes were also diminished by DT injections. (**D**) Fluorescent images of vessel staining in femur at a low magnification revealed abnormal bone marrow vessel structure after DT injections. (**E**) Fluorescent images of vessel staining in femur at a high magnification showed that vessels were dilated coinciding with the depletion of Td^+^ pericytes (arrows) after DT injections. (**F**) Vessel diameter, area, and density are quantified in the central bone marrow. n = 3 mice. ***: p<0.001 DT vs veh. (**G**) Flow cytometric analysis of endothelial cells (Emcn^+^CD31^+^) in bone marrow after DT injections. Figure 6—source data 1.Raw data for Figure 6F.

The color change in bone after cell ablation was due to de novo trabecular bone formation throughout the marrow cavity, especially in the diaphysis that is normally devoid of any trabeculae (Figure 7A–C). MicroCT quantification of newly formed bone in the diaphyseal region revealed that it resembles metaphyseal trabecular bone in normal mice (Figure 7D). Numerous Osterix^+^ osteoblasts were observed inside the diaphyseal bone marrow (Figure 7E), suggesting that osteogenic differentiation is rapidly activated. The fact that nearly all osteoblasts are Td^-^ further confirmed that *Adipoq-Cre* rarely labels mesenchymal progenitors that generate osteoblasts. Furthermore, DT injections drastically reduced CFU-F frequency from bone marrow (Figure 7F), suggesting a direct or indirect effect of Td^+^ cells on progenitors. The new bone formation along the endosteal surface of cortical bone was mostly woven bone with misaligned collagen fibrils (Figure 7G). This resulted in increased cortical thickness and area, reduced endosteal perimeter, and low tissue mineral density (Figure 7H).

**Figure 7.**
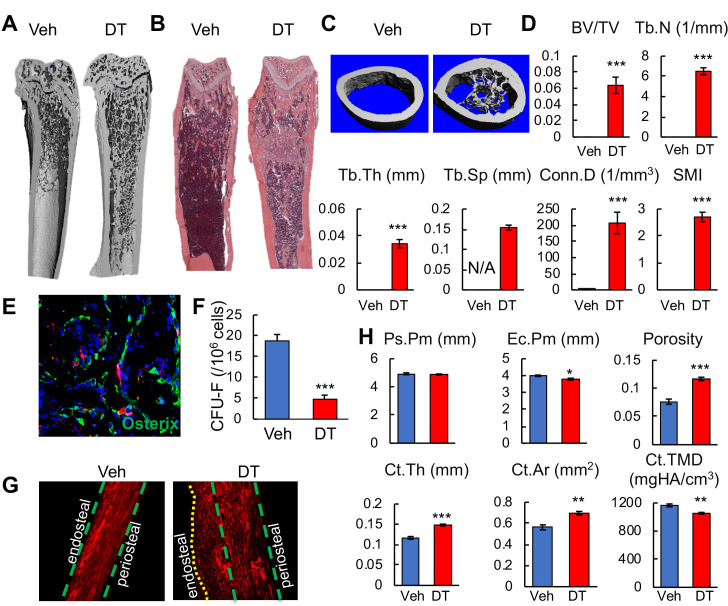
Bone marrow Adipoq^+^ cells inhibit bone formation. (**A**) 3D μCT images of Adipoq:Td:DTR femurs reveal drastic de novo bone formation in the midshaft region after 2 weeks of DT injections. (**B**) H and E staining of femoral sections. (**C**) 3D reconstructed microCT images of femoral midshaft region. (**D**) MicroCT measurement of trabecular bone structural parameters from the midshaft region. BV/TV: bone volume fraction; Tb.N: trabecular number; Tb.Th: trabecular thickness; Tb.Sp: trabecular separation; Conn.D: connective density; SMI: structural model index. n = 6 mice/group. *: p<0.05; ***: p<0.001 DT vs veh. (**E**) Fluorescent image shows that newly formed osteoblasts (Osterix^+^ cells) in the diaphyseal bone marrow are Td^-^ cells. (**F**) CFU assay demonstrates a decrease in mesenchymal progenitors in Adipoq:Td:DTR femurs after DT injections. n = 3 mice/group. ***: p<0.001 DT vs veh. (**G**) Second harmonic generation images of femoral sections reveal that collagen fibers in the newly formed bone on the endocortical surface are mostly misaligned in Adipoq:Td:DTR mice after DT injections. (**H**) MicroCT measurement of cortical bone structural parameters from the midshaft region. Ps.Pm: periosteal perimeter; Ec.Pm: endosteal perimeter; Ct.Th: cortical thickness; Ct.Ar: cortical area; Ct.TMD: cortical tissue mineral density. n = 6 mice/group. *: p<0.05; **: p<0.01; ***: p<0.001 DT vs veh. Figure 7—source data 1.Raw data for Figure 7D. Figure 7—source data 2.Raw data for Figure 7H.

**Figure 7—figure supplement 1.**
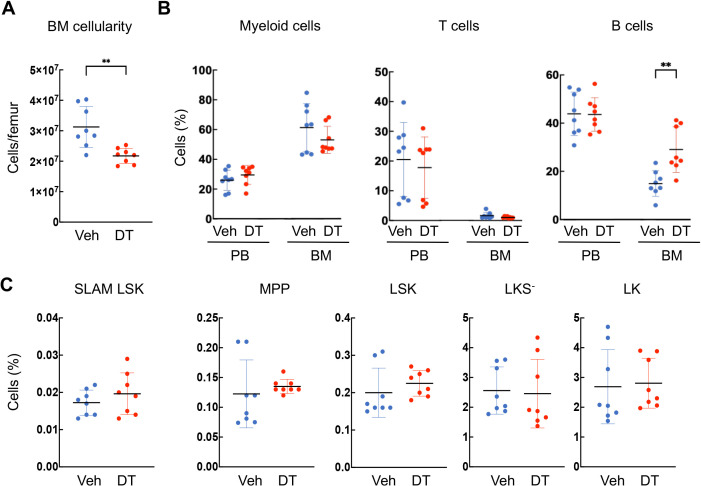
Ablation of Adipoq^+^ cells reduces overall bone marrow (BM) cellularity but has little effect on hematopoietic cells. (**A**) 2 weeks of DT injections significantly reduce femoral BM cellularity in 1-month-old Adipoq:Td:DTR mice. (**B**) Peripheral blood (PB) and BM frequency of hematopoietic lineage cells were assessed by flow cytometry. (**C**) Bone marrow frequency of various hematopoietic stem and progenitor cell compartments were assessed by flow cytometry using SLAM marker scheme. Hematopoietic stem cell (SLAM LSK): Lin^-^Sca1^+^cKit^+^CD48^-^CD150^+^; Multipotent progenitor (MPP): Lin^-^Sca1^+^cKit^+^CD48^+^CD150^-^. LSK: Lin^-^Sca1^+^cKit^+^; LKS^-^: Lin^-^Sca1^-^cKit^+^; LK: Lin^-^cKit^+^. Each symbol represents an individual mouse. Horizontal lines represent the mean and vertical bars indicate the SD. **: p<0.01 DT vs veh.

**Figure 7—figure supplement 2.**
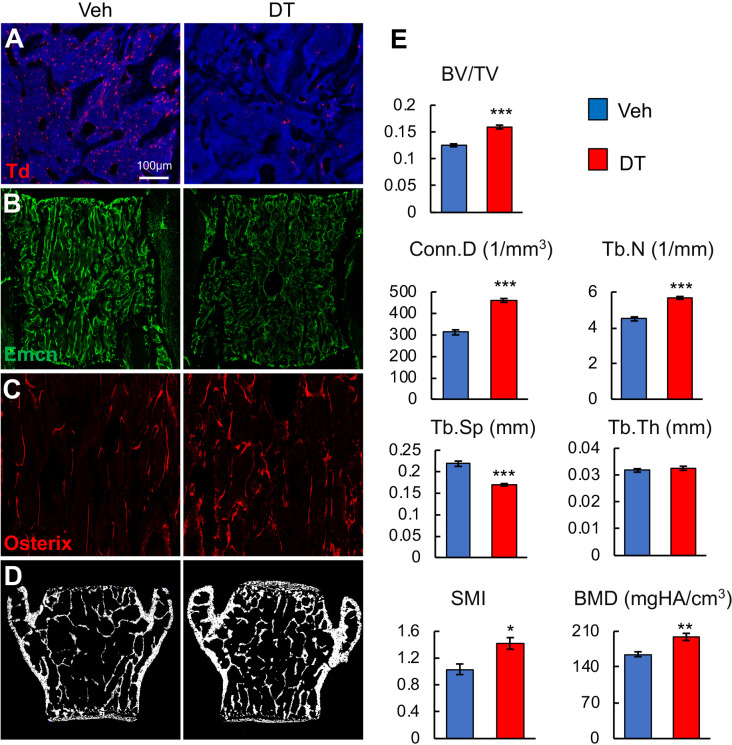
Ablation of Adipoq^+^ cells increases trabecular bone mass in vertebrae. (**A**) 2 weeks of DT injections significantly reduce the number of bone marrow Td^+^ cells in vertebrae of 1-month-old Adipoq:Td:DTR mice. (**B**) Vessel staining reveals that DT injections alter vessel structure and integrity in the vertebral bone marrow of Adipoq:Td:DTR mice. (**C**) Osterix staining suggests more bone forming cells after cell ablation. (**D**) Representative microCT images of vertebral bone. (**E**) MicroCT measurement of trabecular bone structural parameters in vertebrae. n = 6 mice/group. BV/TV: bone volume fraction; Tb.N: trabecular number; Tb.Th: trabecular thickness; Tb.Sp: trabecular separation; Conn.D: connective density; SMI: structural model index. BMD: bone mineral density. *: p<0.05; **: p<0.01; ***: p<0.001 DT vs veh.

**Figure 7—figure supplement 3.**
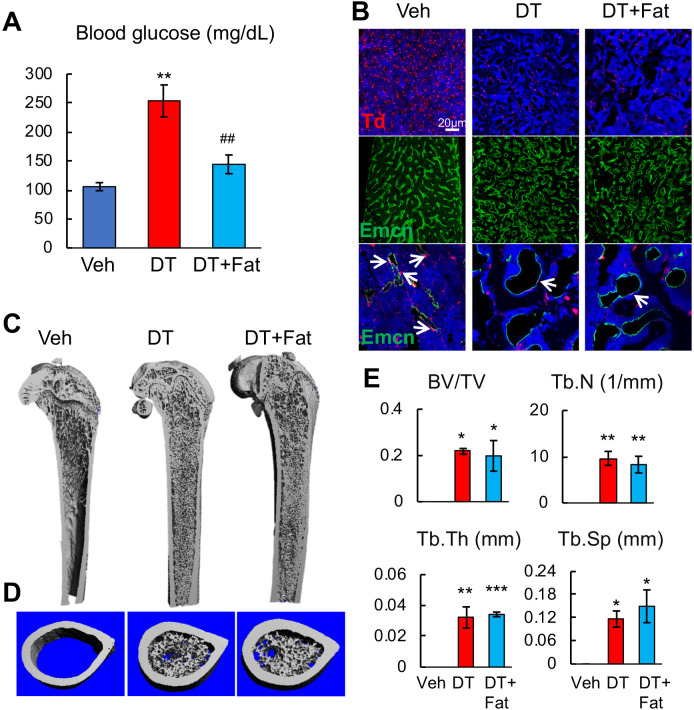
Fat transplantation does not rescue bone phenotypes induced by ablation of Adipoq^+^ cells. (**A**) Blood glucose level was measured in Adipoq:Td:DTR mice received vehicle injections (veh group), DT injections (DT group), and DT injections after fat transplantation (DT+Fat group). n = 3 mice/group. **: p<0.01 DT vs veh, ##: p<0.01 DT+Fat vs DT. (**B**) Fat transplantation does not reverse DT-induced vessel damage in bone marrow. Top panel: fluorescent images of Td^+^ cells in femurs. Middle panel: fluorescent images of vessel staining at a low magnification. Bottom panel: fluorescent images of vessel staining at a high magnification. Arrows point to Td^+^ pericytes. (**C**) 3D μCT images of Adipoq;Td:DTR femurs reveal that fat transplantation does not block de novo bone formation in the midshaft region induced by DT injections. (**D**) 3D reconstructed microCT images of femoral midshaft region. (**E**) MicroCT measurement of trabecular bone structural parameters in femoral midshaft region. n = 3 mice/group. BV/TV: bone volume fraction; Tb.N: trabecular number; Tb.Th: trabecular thickness; Tb.Sp: trabecular separation. *: p<0.05; **: p<0.01; ***: p<0.001 vs veh.

After DT treatment, the overall bone marrow cellularity was significantly decreased (Figure 7—figure supplement 1A). However, the hematopoietic components, including hematopoietic stem/progenitors cells and lineage specific cells, as well as peripheral blood components, remained largely unaltered (Figure 7—figure supplement 1B, C). Therefore, the reduced cellularity is likely caused by the smaller marrow cavity secondary to the new bone formation.

Non-lipid-laden Td^+^ cells were also abundant in the vertebrae of adolescent mice (Figure 7—figure supplement 2A). After cell ablation in Adipoq:Td:DTR mice, bone marrow vasculature was similarly distorted (Figure 7—figure supplement 2B), and osteogenic cells were similarly increased (Figure 7—figure supplement 2C), leading to elevated trabecular bone mass (Figure 7—figure supplement 2D, E). Note that DT injection alone did not alter bone structure in long bones or vertebrae of Adipoq:Td mice (data not shown).

*Adipoq-Cre* also targets peripheral fat depots. A recent study on ‘fatless’ mice (*Adipoq-Cre DTA*) reported that circulating adiponection and leptin released by subcutaneous adipocytes negatively regulate bone formation (Zou et al., 2019). To investigate whether a similar mechanism occurs in our cell ablation model, we transplanted *WT* subcutaneous fat to Adipoq:Td:DTR mice and performed DT injections 2 weeks later. While DT injections greatly increased blood glucose level, this increase was abolished by fat transplantation (Figure 7—figure supplement 3A), suggesting a successful restoration of peripheral fat in DT-treated mice. Interestingly, in our mouse model, fat transplantation did not appear to affect DT-induced vessel damage and de novo formation in the diaphysis bone marrow (Figure 7—figure supplement 3B-E), suggesting that peripheral fat tissues are not involved in the drastic changes in Adipoq:Td:DTR bone after DT injections.

Taken together, our data indicate that these *Adipoq-Cre* labeled, non-lipid-laden cells are a critical bone marrow component regulating their environment, including marrow vasculature and bone formation. Therefore, we name this new type of adipogenic lineage cell as marrow adipogenic lineage precursors (MALPs).

## Discussion

In this study, we computationally delineated the entire in vivo differentiation process of mesenchymal progenitors and defined the mesenchymal lineage hierarchy inside bone marrow (Figure 8). Stem cell heterogeneity and plasticity have been recognized in some well-studied mammalian tissue stem cells (Tang, 2012). However, in the past, owing to a lack of discerning investigative tools, we purposely ignored these features of mesenchymal lineage cells by simply referring to all progenitors as MSCs or mesenchymal progenitors and searching for one or a set of marker(s) to cover all of them. Our work computationally addresses this long-standing uncertainty and clarifies the expression patterns of previously proposed MSC markers in mesenchymal subpopulations.

**Figure 8.**
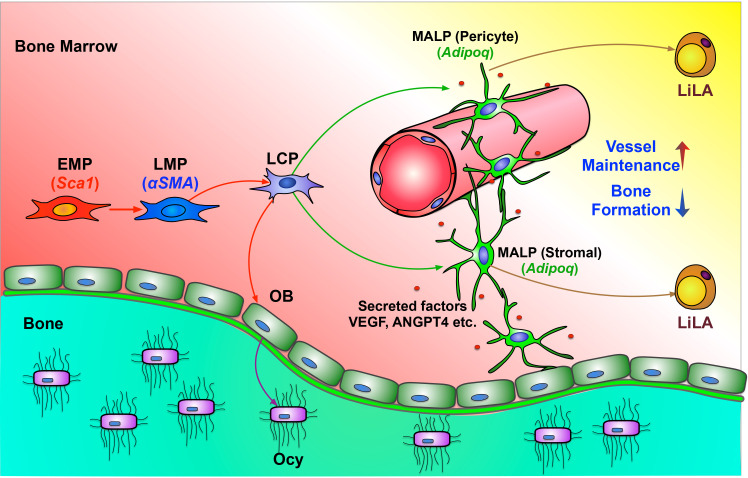
A schematic diagram depicts a model of bone marrow mesenchymal lineage cells and the role of MALPs. OB: osteoblast; Ocy: osteocyte; EMP: early mesenchymal progenitor; LMP: late mesenchymal progenitor; LCP: lineage committed progenitors; MALPs: marrow adipogenic lineage precursors; LiLA: lipid-laden adipocytes.

**Figure 8—figure supplement 1.**
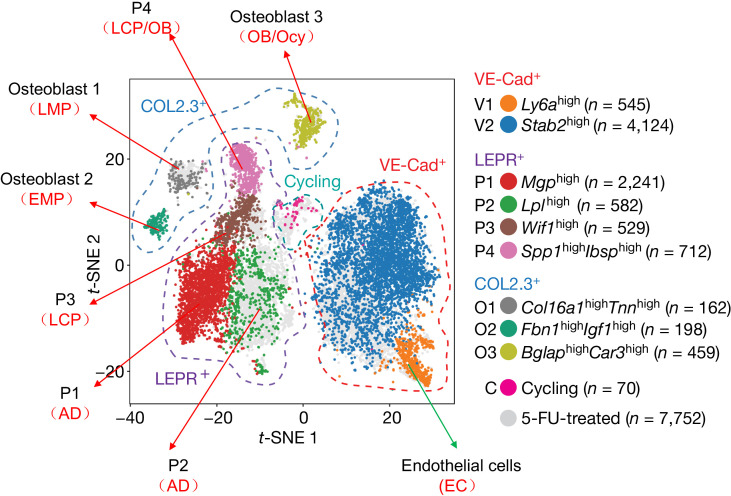
A comparison of large scale scRNA-seq data of bone marrow mesenchymal lineage cells between our group (Zhong et al.) and Tikhonova et al. that was recently published (Tikhonova et al., 2019). An alternative annotation of cell clusters based on our data is indicated by red in parentheses below Tikhonova’s annotation.

**Figure 8—figure supplement 2.**
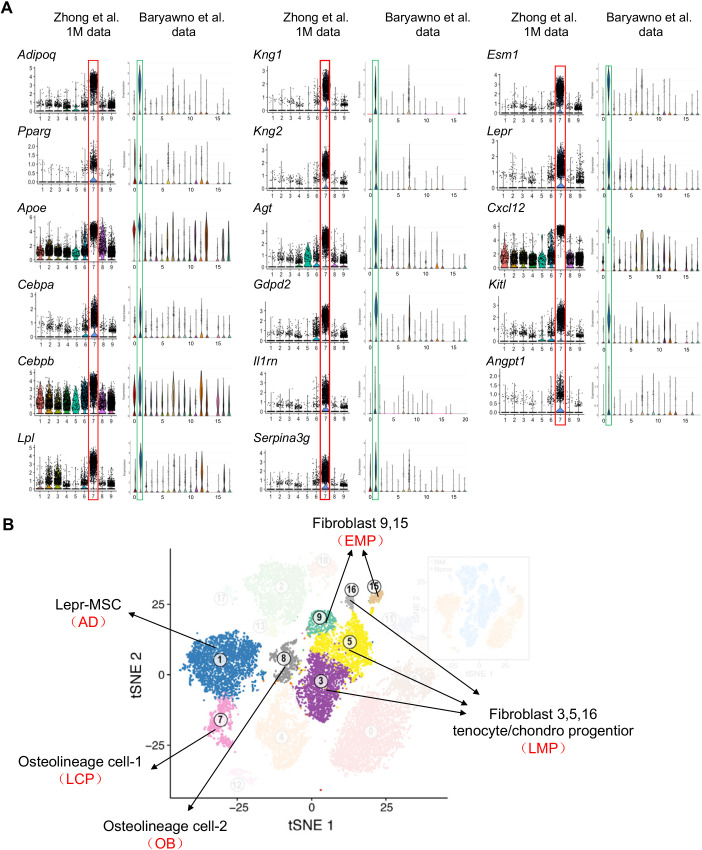
The comparison of large scale scRNA-seq data of bone marrow mesenchymal lineage cells between our group (Zhong et al.) and Baryawno et al. that was recently published (Baryawno et al., 2019) confirms the same distribution of mesenchymal subpopulations but with different annotation of cell clusters. (**A**) Violin plots of cluster 7 markers, including known adipocyte markers and novel markers in Zhong’s 1–1.5 month-old dataset and Baryawno’s dataset. Red boxes are cluster 7 adipocyte in Zhong dataset and blue boxes are cluster 1 Lepr-MSC in Baryawno dataset. All those markers have the same expression patterns in adipocytes annotated by Zhong et al. and MSCs annotated by Baryawno et al. (**B**) An alternative annotation of cell clusters in the tSNE plot of Baryawno dataset. Our annotation results, indicated by red in parentheses below Baryawno’s annotation, are based on examining violin plots of all our cluster marker genes in Baryawno dataset.

It is generally believed that during organ homeostasis, a small number of quiescent, self-renewing stem cells give rise to a large number of fast-proliferating, non-renewing progenitor cells, which then mature into various terminally differentiated cell types. This unidirectionality guarantees that different cell types in an organ have distinct identities and play specialized functions. Our proposed mesenchymal progenitors at different stages and their bi-lineage differentiation routes based on scRNA-seq analysis are consistent with the above concept. Specifically, at various ages, the EMPs cluster always has the least number of cells among all mesenchymal cell clusters and is always situated at one end of trajectory. Moreover, it shrinks in size during aging. 

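Of the bone marrow mesenchymal cells, Ocy-like cells were fewer than EMP-like cells in every library. EMP-like cells numbered 198 and Ocy-like cells 41 at 1 month, 150 and 96 at 1.5 months, 117 and 33 at 3 months, and 108 and 48 at 16 months. LMP-like cells outnumbered EMP-like cells in each of the 4 libraries, with 615, 863, 480 and 243 cells.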

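EMP-like cells were 11.5% (10.0 to 13.1), 4.78% (4.06 to 5.59), 7.13% (5.93 to 8.48) and 2.25% (1.85 to 2.71) of the bone marrow mesenchymal cells at 1, 1.5, 3 and 16 months, and 7.16% (6.45 to 7.92) in the combined 1 and 1.5 month cells. The 3 month share lay above the 1.5 month share. The difference between 16 months and the combined young cells was -4.91 percentage points, and a mitochondrial limit of 10% moved it most, to -1.24 points. Between 3 months and the combined young cells the difference was -0.03 points and its sign changed with the processing, for example to 2.69 points with all variable genes and -3.26 points without regression of UMIs and mitochondrial share. LMP-like cells were 35.6% (33.3 to 37.9), 27.5% (26.0 to 29.1), 29.3% (27.1 to 31.5) and 5.07% (4.46 to 5.73).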

Compared to other progenitors, they are less proliferative and they do not express lineage master regulators, such as *Runx2*, *Sp7*, *Cebpa*, or *Pparg*. Instead, they express constellation of group-defining genes, including *Ly6a*, *Cd34*, and *Thy1*, which have been shown to mark other adult stem cells, such as HSCs, keratinocyte stem cells, cancer stem cells, muscle stem cells etc (Sidney et al., 2014; Wilson et al., 2007; Shaikh et al., 2016; Nakamura et al., 2006). Along the differentiation routes of progenitors, the expression levels of lineage specific genes, such as *Bglap2*, *Col1a1*, *Ibsp*, *Adipoq,* and *Apoe*, progressively increase. The EMP cells in our dataset are also consistent with a previous study showing that mouse bone marrow Sca1^+^PDGFRα^+^CD45^-^Ter119^-^ cells generate colonies at a high frequency and differentiate into hematopoietic niche cells, osteoblasts, and adipocytes after in vivo transplantation (Morikawa et al., 2009). Nevertheless, future lineage tracing experiments are required to demonstrate that cells in the EMP cluster give rise to cells in LMP and LCP clusters, and resultant terminally differentiated cells in vivo.

Using a lineage tracing approach (*Lepr-Cre* mice), (Zhou et al., 2014) previously showed that Lepr labels bone marrow mesenchymal progenitors in adult mice (6 months of age) but not in young mice. Our study identified Lepr is a marker for MALPs, which are non-proliferative cells expressing adipocyte genes. We also observed that *Lepr* express in EMP cluster at a low level in young and adult mice and at a high level in old mice. 

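Expressed over LMP-like cells of the same library, Lepr in EMP-like cells was higher at each age, and over AD-like cells lower at each age. The 16 month EMP-like value lay above the AD-like values of all 3 younger libraries. In 16 month OB-like and Ocy-like cells Lepr stood at 19.3 CPM (16.2 to 22.8) and 72.6 CPM (53.2 to 96.9), and in all hematopoietic cells of that library at 105 CPM (98.9 to 112).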

The increased *Lepr* expression in EMP cluster during aging might explain the previous observations that Lepr marks MSCs in adult mice but not in young mice and that Lepr labels marrow adipocytes from a young age (Zhou et al., 2014). In the same study, it was reported that Lepr^+^ cells constitute 0.3% of bone marrow cells. Since bone marrow CFU-F frequency is less than 0.01% in adult mice, these data clearly indicate that Lepr labels much more cells than progenitors. Our aging sequencing data showing the great expansion of Lepr^+^ MALP cluster in 16-month-old mice further excludes the use of Lepr as a mesenchymal progenitor marker because it conflicts with the well-known aging effect on reducing the pool of bone marrow mesenchymal progenitors. Therefore, we believe that Lepr^+^ cells in bone marrow are a heterogeneous population whose majority is MALPs and minority is mesenchymal progenitors. This is further confirmed by another scRNA-seq study analyzing *Lepr-Cre* labeled bone marrow cells (Tikhonova et al., 2019) (GSE108892, Portals available from http://aifantislab.com/niche). In that study, two large clusters, *Mgp*^High^ P1 and *Lpl*^High^ P2, highly express adipogenesis-associated genes, and two small clusters are similar to our LCP and OB clusters (Figure 8—figure supplement 1). A recent scRNA-seq analysis of Ter119^-^CD71^-^Lin^-^bone marrow cells from *WT* mice (Baryawno et al., 2019) (GSE128423, Portals available from https://portals.broadinstitute.org/single_cell/study/mouse-bone-marrow-stroma-in-homeostasis) generated a similar clustering pattern and gene expression signature as ours, demonstrating the robustness of scRNA-seq methodology of identifying bone marrow mesenchymal populations. The Lepr-MSC cluster identified in that study highly and specifically expresses many known and newly identified adipocyte markers of MALPs (Figure 8—figure supplement 2A). Interestingly, among five fibroblast cell clusters identified in that study, 2 of them have a similar set of gene signatures as our EMPs and the other three overlap with LMPs (Figure 8—figure supplement 2B).

Bone marrow adipose tissue (MAT) refers to MSC-derived adipocytes located within the bone marrow niche (Turner et al., 2018). Different from their counterparts in white adipose tissue (WAT) and brown adipose tissue (BAT), adipocytes in MAT are interspersed at a much lower density by hematopoietic, endothelia, and osteogenic cells. To date, MAT research has focused on LiLAs and their roles in energy metabolism (Lecka-Czernik and Stechschulte, 2014), energy deficit (Ghali et al., 2016), diabetes (Kim and Schafer, 2016), and cancer metastasis (Luo et al., 2018). Since LiLAs are rare in the bone marrow of healthy young mice, MAT is mainly studied in the context of diseases and aging. Based on our computational data, we uncovered a novel type of adipogenic lineage cell, MALPs, that expresses many adipocyte markers, but lacks significant lipid stores. Our trajectory analysis, in vitro adipogenic differentiation assay, and in vivo fate mapping data provide strong evidence that MALPs represent a stable transitional cell type along the adipogenic differentiation route after mesenchymal progenitors and before LiLAs. The relationship between MALPs and LiLAs is similar to that between osteoblasts and osteocytes as both MALPs and osteoblasts are functional precursors for terminally differentiated cells. Therefore, our study expands the concept of MAT to include MALP, an abundant cell type, and its regulatory functions in bone.

In traditional adipose depots, adipogenic differentiation is tightly coupled with lipid accumulation. Single cell analyses of murine or human white fat depots (visceral or subcutaneous) did not identify cell populations analogous to MALPs (Merrick et al., 2019). Pre-adipocytes from adult tissues express low levels of *Pparg* but not *Adipoq*, and are also defined by their expression of canonical mesenchymal progenitor markers, including *Sca1* and *Cd34* (Berry and Rodeheffer, 2013). In contrast, MALPs do not proliferate and do not express progenitor markers. Instead, they express many known and newly identified markers of terminally differentiated adipocytes. Therefore, MALPs represent a cell type distinct from traditional pre-adipocytes. Under physiology conditions, MALPs are hundreds to a thousand times more than LiLAs, indicating that they are a stable population rarely converted into LiLAs. Whether they can directly undergo apoptosis without differentiated into LiLAs needs further investigation. It will also be interesting to identify the molecular mechanism that blocks a large number of cells at MALP stage without becoming LiLAs. We speculate that MALPs are poised to accumulate lipid and become LiLAs in response to metabolic or other cues, such as radiation injury and the availability of fatty acids. Overall, we conclude that MALPs represent a marrow-specific type of adipose cell that plays unique roles in regulating their bone environment. One limitation of our study is that we do not have a *Cre* specific for MALPs. Therefore, we could not rule out the potential influence of LiLAs in cell ablation experiments. Since MALPs are hundreds times more than LiLAs in young mice, we believe that the later one has a minor role compared to the former one.

Morphologically and functionally, MALPs are also different from traditional round shape adipocytes. Even in young mice, MALPs exist in abundant amount as marrow stromal cells or pericytes. Importantly, their cell processes form a vast 3D network structure inside bone marrow, making numerous contacts among themselves and with the rest of bone marrow components. Most likely through secreting factors into their marrow environment, they play pivotal roles in maintaining marrow vasculature and suppressing osteogenic differentiation of mesenchymal progenitors. Although we did not detect any changes in hematopoietic components shortly after ablation of MALPs, we still believe that they have the ability of controlling hematopoiesis because of several reasons. 

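Cxcl12 lies on chromosome 6 from 117168535 to 117181367. In AD-like cells it had 16473 CPM (16277 to 16670.2) and 27509 CPM (27388 to 27630.1) in the 1 and 1.5 month libraries and rank 2 over both, after the nuclear non-coding RNA Malat1 with 33112 CPM. It was at rank 2 in each of the single libraries. Fth1 followed with 10626 CPM.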

First, Cxcl12, a chemokine responsible for the retention of hematopoietic progenitors (Peled et al., 1999), is the 2^nd^ most expressed genes in MALPs. Previous studies have shown that Cxcl12-abundant reticular (CAR) cells act as a niche for HSCs (Sugiyama and Nagasawa, 2012). Indeed, due to their high Cxcl12 expression and reticular morphology, MALPs likely constitute a significant portion of CAR cells. Second, it has been shown that Scf from *Adipoq-CreER* or *Lepr-Cre* labeled bone marrow cells promotes hematopoietic regeneration after injury (Zhou et al., 2017). According to our datasets, Scf is highly and specifically expressed in MALPs. Hence, a prolonged cell ablation period or an injury might be required to detect the regulatory action of MALPs on hematopoiesis inside the bone marrow.

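Kitl, the gene of Scf, lies on chromosome 10 from 100015630 to 100100416 and was counted at 534 CPM (499 to 571) and 712 CPM (693 to 732) in AD-like cells of the 1 and 1.5 month libraries. The 5 other named mesenchymal classes had 5.82 to 27.1 CPM and 14.2 to 38.5 CPM, and subcluster 7 held 149.8 and 186 CPM. Outside the lineage, endothelial-like cells had 97.2 CPM (82.2 to 114) and 314 CPM (253 to 385) and mural-like cells 107 and 159 CPM, with 2.91 CPM in neutrophil-like cells of the 1 month library. At 3 and 16 months, AD-like cells had 744 CPM (705 to 785) and 1639 CPM (1626 to 1652).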

In the literature, pericytes are commonly refer to cells embedded within the basement membrane of microvessels, including capillaries, postcapillary venules, and terminal arterioles (Armulik et al., 2011). Our study of MALPs challenges the concept that pericytes must be tightly associated with endothelial cells. In the 3D bone marrow images of Adipoq:Td mice, while many Td^+^ cells display a typical pericytic morphology with extensive cell body attachment to endothelial cells, there were also Td^+^ cells that did not have this canonical morphology. Instead, they have a stromal cell morphology and contact endothelial cells through a small portion of their cell bodies as well as through extended processes. Moreover, many Td^+^ stromal cells with no cell body contact with endothelial cells extend their cell processes to wrap around capillaries walls. Therefore, these observations indicate that both pericytes and stromal cells wrap around vessels and contribute to vessel stabilization and maintenance.

The main functions of currently known adipocytes are lipid storage, thermogenesis, and regulation of nutrient homeostasis. Apparently, MALPs are unconventional possessing a completely different set of functions. Why bone marrow mesenchymal progenitors need to turn on adipocyte transcriptome in order to become a central regulator of bone marrow environment is an interesting question. Furthermore, future studying the underlying molecular mechanisms by which they regulate their environment will shed light on identifying new drugs for treating bone diseases such as osteoporosis.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Col2-Cre*	PMID:10686612		
Genetic reagent (*M. musculus*)	*Dmp1-Cre*	PMID:22623172		
Genetic reagent (*M. musculus*)	*Adipoq-Cre*	PMID:21356515		
Genetic reagent (*M. musculus*)	*Acta2-CreER*	PMID:18571490		
Genetic reagent (*M. musculus*)	*Col1a1-GFP*	PMID:11771662		
Genetic reagent (*M. musculus*)	Rosa26 iDTR	Jackson Laboratory		
Genetic reagent (*M. musculus*)	*Rosa26*	Jackson Laboratory		
Antibody	goat anti-mouse LepR	R and D system	Cat.#: AF497	IF(1:200)
Antibody	rabbit anti-mouse Laminin	Sigma	Cat.#: L9393	IF(1:200)
Antibody	rat anti-mouse CD45	Biolegend	Cat.#: 103101	IF(1:200)
Antibody	rat anti-mouse Endomucin	Santa cruz	Cat.#: sc 65495	IF(1:200)
Antibody	rabbit anti-Osterix	Abcam	Cat.#: ab22552	IF(1:200)
Antibody	rabbit anti-Perilipin	Cell signaling	Cat.#: 9349	IF(1:200)
Antibody	rat anti-mouse PDGFRβ	Biolegend	Cat.#: 136002	IF(1:100)
Antibody	rabbit anti-mouse connexin 43	Cell signaling	Cat.#: 3512	IF(1:100)
Antibody	FITC rat anti-mouse Endomucin	Santa cruz biotechology	Cat.#: sc-65495	Flow analysis (1:100)
Antibody	rat anti-Gr-1 APC-Cy7,	BD	Cat.#: 557661	Flow analysis (1:100)
Antibody	rat anti-Mac-1 APC	eBioscience	Cat.#: 17-0112-83	Flow analysis (1:100)
Antibody	rat anti-B220 FITC	eBioscience	Cat.#: 11-0452-82	Flow analysis (1:100)
Antibody	hamster anti-CD3 PE-Cy7	eBioscience	Cat.#: 25-0031-82	Flow analysis (1:100)
Antibody	APC rat anti-mouse CD31	Biolegend	Cat.#: 561814	Flow analysis (1:100)
Antibody	Click-iT EdU Alexa Fluor 647 Imaging Kit	Thermo Fisher	Cat.#: D3822	
Peptide, recombinant protein	Calcein	Sigma	Cat.#: C0875	15 mg/kg forin vivo injection
Chemical compound, drug	Diphtheria toxin	Sigma-Aldrich	Cat.#: D0564-1MG	50 µg/kg forin vivo injection
Chemical compound, drug	ACK lysing buffer	ThermoFisher Scientific	Cat.#: A1049201	500 ul/ 50 million cells
Software, algorithm	Cellranger 3.02			https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/installation
Software, algorithm	Seurat V2, V3	PMID:25867923 PMID:31178118		https://satijalab.org/seurat/
Software, algorithm	Monocle V2	PMID:24658644		http://cole-trapnell-lab.github.io/monocle-release/docs
Software, algorithm	Slingshot 1.5.1	PMID:29914354		https://bioconductor.org/packages/devel/bioc/vignettes/slingshot/inst/doc/vignette.html
Other	BODIPY dye	ThermoFisher scientific	D3822	IF (1:500)

### Ethics statement

All animal work performed in this report was approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania under Protocol 804112. University Laboratory Animal Resources (ULAR) of the University of Pennsylvania is responsible for the procurement, care, and use of all university-owned animals as approved by IACUC. Animal facilities in the University of Pennsylvania meet federal, state, and local guidelines for laboratory animal care and are accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care International.

### Animal study design

*Col2-Cre Rosa26 <lsl-tdTomato>* (Col2:Td), *Dmp1-Cre Rosa26 <lsl-tdTomato>* (Dmp1:Td), *Adipoq-Cre Rosa26 <lsl-tdTomato>* (Adipoq:Td), *Adipoq-CreER Rosa26 <lsl-tdTomato> (*AdipoqER:Td), and *Acta2-CreER Rosa26 <lsl-tdTomato>* (Acta2ER:Td) mice were generated by breeding *Rosa26 <lsl-tdTomato>* (Jackson Laboratory, Bar Harbor, ME, USA) mice with *Col2-Cre* (Ovchinnikov et al., 2000), *Dmp1-Cre* (Lu et al., 2007), *Adipoq-Cre* (Eguchi et al., 2011), *Adipoq-CreER* (Jeffery et al., 2014), and *Acta2-CreER* (Kalajzic et al., 2008) mice respectively. *Adipoq-Cre Rosa26 <lsl-tdTomato>Col1a1-GFP* (Adipoq:Td:Col1-GFP) were generated by breeding Adipoq:Td mice with *Col1a1-GFP* mice (Kalajzic et al., 2002). For lineage tracing experiments, mice received Tamoxifen injections (75 mg/kg/day) at indicated age and their bones were harvested later. *Adipoq-Cre Rosa26 <lsl-tdTomato>DTR* (Adipoq:Td:DTR) mice were generated by breeding Adipoq:Td mice with *DTR* mice (Jackson Laboratory). Mice received vehicle (1xPBS) or DT injections (50 µg/kg) every other day for 2 weeks. Bones were harvested at indicated times for histology and microCT analysis.

For in vivo transplantation of mesenchymal cells, freshly FACS-sorted Td^+^ cells (5 × 10^4^/transplant) were mixed with Gelfoam and placed under the kidney capsule of recipient 2-month-old *C57Bl/6* mice. The transplant grafts were harvested 4 weeks post-transplantation for histology analysis. Mice received calcein injection (15 mg/kg) at 1 day prior to euthanization.

For fat transplantation, donor fat pads from *WT* siblings were cut into 100–150 mg pieces and subcutaneously implanted into 1 month old Adipoq:Td:DTR mice through small incisions in the skin with one piece per incision and six pieces per mouse as described previously (Zou et al., 2019; Gavrilova et al., 2000). Two weeks later, Adipoq:Td:DTR mice received vehicle or DT injections (50 µg/kg) every other day. At 1 week after starting DT injections, mice were starved for 6 hr followed by blood glucose measurement using a drop of tip tail blood. At 2 weeks after starting DT injections, mice were euthanized to harvest bones.

### Endosteal bone marrow Td^+^ cell isolation and cell sorting

Endosteal bone marrow cells were harvested as described previously (Zhu et al., 2015). Briefly, the outer surfaces of long bones were scraped and digested to remove the periosteum. After cutting off the epiphyses and flushing out the central bone marrow, metaphyseal bone fragments were longitudinally cut into two halves and digested by proteases to collect endosteal bone marrow cells. Freshly isolated endosteal bone marrow cells were resuspended into FACS buffer containing 25 mM HEPES (Thermofisher scientific) and 2% FBS in PBS and sorted for top 1% Td^+^ cells if a Td peak was not obvious or Td^+^ cells if a Td peak was obvious using Influx B (BD Biosciences, San Jose, CA) or Aria B (BD Biosciences, San Jose, CA).

### Single-cell RNA sequencing of endosteal bone marrow cells

We constructed 4 batches of single cell libraries for sequencing: endosteal Td^+^bone marrow cells from 1-month-old (n = 2), 1.5-month-old (n = 3), 3-month-old (n = 3) and 16-month-old (n = 3) male Col2:Td mice. 20,000 cells were loaded in aim of acquiring one single library of 10,000 cell for each age group by Chromium controller (V3 chemistry version, 10X Genomics Inc, San Francisco, USA), barcoded and purified as described by the manufacturer, and sequenced using a 2 × 150 pair-end configuration on an Illumina HiSeq platform at a sequencing depth of ~400 million reads. Cell ranger (Version 3.0.2, https://support.10xgenomics.com/single-cell-geneexpression/software/pipelines/latest/what-is-cell-ranger) was used to demultiplex reads, followed by extraction of cell barcode and unique molecular identifiers (UMIs). The cDNA insert was aligned to a modified reference mouse genome (mm10). Doublets or cells with poor quality (genes > 6000, genes < 200, or >5% genes mapping to mitochondrial genome) were excluded. Expression was natural log transformed and normalized for scaling the sequencing depth to a total of 1 × 10^4^ molecules per cell, followed by regressing out the number of UMIs and percent mitochondrial genes using Seurat V2 (Satija et al., 2015).

For the integrated dataset, canonical component analysis (CCA) (Butler et al., 2018) was performed using the union of the top 2000 genes with the highest dispersion from both datasets and to determine the common sources of variation between 1- and 1.5 month datasets. A CCA dimensional reduction was subsequently generated on the basis of the first 30 canonical correlation vectors. T-distributed stochastic neighbor embedding (tSNE) plots were used to visualize the data based on the CCA alignment. Cluster specific markers for each cluster, relative to the remaining population, were conducted using the FindMarkers to identify differentially expressed genes (DEGs). Sub-clustering was performed by isolating the mesenchymal lineage clusters identified from the remaining bone marrow cells using known marker genes, followed by reanalysis as described above. This resulted in the generation of 9 clusters. Because chondrocytes are derived from the growth plate, not bone marrow, these chondrocyte clusters were excluded from further analyses. DEGs between these clusters were generated as described above. GO terms and KEGG pathway enrichment, were identified using the database for annotation, visualization and integrated discovery (DAVID) (Huang et al., 2009).

For individual analysis of the 3- and 16-month-old dataset, Seurat package V3 (Stuart et al., 2019) was used for filtering, variable gene selection, dimensionality reduction analysis and clustering standardly. Poor quality cells or doublets were first filtered as described above, followed by identifying the variable genes by default FindVariableFeatures function. Next, we performed principal component analysis (PCA) using the JackStraw function. Statistically significant PCs were selected as input for tSNE or uniform manifold approximation and projection (UMAP) plots. For sub-clustering, we repeated the same procedure of ﬁnding variable genes, dimensionality reduction, and clustering. Different resolutions for clustering have been tested to demonstrate the robustness of clusters.

To analyze 4 datasets from different age group, we applied Seurat V3 (Stuart et al., 2019) for performing integrated analyses to identify common cell types. 1-month-old and 1.5-month-old dataset were combined as 1M data, 3-month-old and 16-month-old dataset were input as 3M/16M data. Anchors from different dataset were defined using the FindIntegrationAnchors function, then use these anchors to integrate all datasets together with IntegrateData. This integrated data was further analyzed and subclustered for mesenchymal lineage cells as described above.

For cell cycle analysis, we used a core set of 43 S and 54 G2/M genes defined previously (Tirosh et al., 2016). First, the genes that are expressed in less than 5% of total cells were removed, resulting in 34 S and 45 G2/M genes for the following cell cycle analysis. Second, we define proliferative cells if the cell express one gene set significantly more than the other. Since the null distribution for the S gene set and G2/M gene set is unknown, we designed a nonparametric permutation test. To be more specific, for each cell, we resampled 34 genes from the 79 genes (34+45) as ‘S genes’ and the rest 45 genes as ‘G2/M genes’. This resampling was repeated 5000 times and each time, we calculate the difference between the mean expression value of ‘S genes’ and the mean expression values of ‘G2/M genes’. The original difference between the mean expression value of S genes and the mean expression value of G2M was compared with the difference between resampling results to get a significant score (p-values). To correct for multi-test, FDR corrections were applied to each cluster. At last, FDR p-value<0.05 was used as a cutoff for distinguishing proliferative or non-proliferative cells.

To computationally delineate the developmental progression of bone marrow mesenchymal cells and order them in pseudotime, we used the algorithms implemented in the Monocle V2 package (Trapnell et al., 2014). We include the mesenchymal lineage cells with no chondrocytes from separated or integrated dataset of different age (1, 3 and 16 month old) mice for the analysis. We ordered cells by selecting genes with high dispersion across cells, using a parameter of ‘mean_expression >= 0.05 and dispersion_empirical >= 2 * dispersion_fit’, lists of genes were selected for dimensional reduction to generate the trajectory reconstruction using the nonlinear reconstruction algorithm DDRTree. Branched expression analysis modeling, or BEAM (Trapnell et al., 2014) was used to determine the genes that are differentially expressed between the osteogenic or adipogenic branches. A mouse transcript factors (TF) list (TFdb) (Kanamori et al., 2004) were used to detect 385 TFs among the differential expressed genes.

We also performed the trajectory analysis using Slingshot (Street et al., 2018). Briefly, UMAP was used as dimensional reduction after the PCA were calculated for individual or integrated datasets. Then Seurat objects were transformed into SingleCellExperiment objects. Slingshot trajectory analysis was conducted using the Seurat clustering information and with dimensionality reduction produced by UMAP.

### Histology

To obtain whole mount sections for immunofluorescent imaging, freshly dissected bones (femurs, tibiae, L4/L5 vertebrae) were fixed in 4% PFA for 1 day, decalcified in 10% EDTA for 4–5 days, and then immersed into 20% sucrose and 2% polyvinylpyrrolidone (PVP) at 4°C overnight. Then sample was embedded into 8% gelatin in 20% sucrose and 2% PVP embedding medium. Samples were sectioned at 50 µm in thickness. Sections were incubated with goat anti-LepR (R and D system, AF497), rabbit anti-Laminin (Sigma, L9393), rat anti-CD45 (Biolegend, 103101), rat anti-Endomucin (Santa cruz, sc-65495), rabbit anti-Osterix (Abcam, ab22552), rabbit anti-Perilipin (Cell signaling, 9349), rat anti-mouse PDGFRβ (Biolegend, 136002), rabbit anti-mouse connexin 43 (Cell signaling, 3512) at 4°C overnight followed by Alexa Fluor 488-conjugated donkey anti-goat (Abcam, ab150129), Alexa Fluor 647 anti-rat (Abcam, ab150155) or anti-rabbit (Abcam, ab150157) secondary antibodies incubation 1 hr at RT. For lipid staining, BODIPY dye (ThermoFisher scientific, D3822) was added together with secondary antibody and incubate for 1 hr at RT. For EdU staining, mice received 1.6 mg/kg EdU 1 day and 3 hr before sacrifice and the staining was carried out according to the manufacturer’s instructions (ThermoFisher scientific, Click-iT EdU Alexa Fluor 647 Imaging Kit, D3822). To characterize bone marrow vessels after DT injections, all vessels in a 0.3 mm^2^ area in the diaphyseal bone marrow were selected to measure their diameter of semi-minor axis (vessel diameter), area (vessel area), and number (vessel density).

To reconstruct 3D structure of bone marrow, fluorescence images were captured by a Zeiss LSM 710 scanning confocal microscope interfaced with the Zen 2012 software (Carl Zeiss Microimaging LLC, Thornwood, NY). Confocal image stacks were collected to a depth of ~50 µm and a step size of 1 µm at 63x magnification. Laser power and detector sensitivity were adjusted for z-correction to compensate for signal dissipation at greater imaging depths. Detector gain and offset were adjusted according to the most intense regions to ensure minimal saturation of the signal over the entire imaging area. Imaris 9.2 software (Oxford instruments, Switzerland) was used for processing z-stack and generating movies. The number of cell processes per cell was manually quantified.

### Cell culture

For CFU-F assay, unsorted endosteal bone marrow cells were plated at 1 × 10^6^ cells/T25 flask. Sorted endosteal bone marrow cells were plated at 1 × 10^4^, 1 × 10^4^, and 9.8 × 10^5^ cells/T25 flask for top 1%, 1–2%, and >2% group, respectively, based on Td intensity. Cells were cultured in growth medium (α-MEM supplemented with 15% FBS, 0.1% β-mercaptoethanol, 20 mM glutamine, 100 IU/ml penicillin, and 100 µg/ml streptomycin) for 7 days before counting CFU-F number.

Mesenchymal progenitors were obtained by culturing endosteal bone marrow cells at a high density (3 × 10^6^ cells/T25 flask). Once confluent, cells were cultured in adipogenic medium (DMEM with 10% FBS, 10 ng/ml triiodothyronine, 1 µM rosiglitazone, 1 µM dexamethasone, 10 µg/ml insulin, 100 IU/ml penicillin, and 100 µg/ml streptomycin) for 7 days. Brightfield and fluorescent images of mesenchymal progenitors from 1-month-old Adipoq:Td mice undergoing adipogenic differentiation were taken from day 0 to 5 by fluorescence inverted microscopy (Nikon Eclipse, TE2000-U).

For tube formation assay, we used Endothelial Progenitor Outgrowth Cells (EPOC, Biochain, Z7030001) cultured in growth medium (mouse EPOC basal medium with 10% FBS, 100 IU/ml penicillin, and 100 µg/ml streptomycin). 3.5 × 10^5^ EPOC cells were mixed with 1.4 × 10^5^ freshly sorted Td^+^ cells from endosteal bone marrow of 1-month-old Adipoq:Td mice and seeded into matrigel-coated slide chamber. After 8 hr, cells were observed under fluorescence microscopy.

### Flow cytometry

Freshly isolated endosteal bone marrow cells were centrifuged to pellet cells. ACK lysing buffer (ThermoFisher Scientific, A1049201) was added to lyse red blood cells and then stained with Endomucin (FITC rat anti-mouse Endomucin, Santa cruz biotechology sc-65495) and CD31 (APC rat anti-mouse CD31, Biolegend, 561814) antibodies for 45 min on ice. After washed with flow buffer (2% FBS in PBS) twice, samples were run on LSR A and data were analyzed by FlowJo X. qRT-PCR analysis.

Sorted cells or cultured cells were collected in TRIzol Reagent (Sigma, St. Louis, MO, USA). A High-Capacity cDNAReverse Transcription Kit (Applied BioSystems, Inc, Foster City, CA, USA) was used to reverse transcribe mRNA into cDNA. Following this, quantitative realtime PCR (qRT-PCR) was performed using a Power SYBR Green PCR Master Mix Kit (Applied BioSystems, Inc). The primer sequences for the genes used in this study are listed in Supplementary file 1.

### Micro-computed tomography (microCT) analysis

MicroCT analysis (microCT 35, Scanco Medical AG, Brüttisellen, Switzerland) was performed at 6 µm isotropic voxel size as described previously (Chandra et al., 2014). At the femoral midshaft, a total of 100 slices located 4.8–5.4 mm away from the distal growth plate were acquired for trabecular bone and cortical bone analyses by visually drawing the volume of interest (VOI) separately. In the L4/L5 vertebrae, the region (total about 300 slices) 50 slices away from the top and bottom end plates was acquired for trabecular bone analysis. The trabecular bone tissue within the VOI was segmented from soft tissue using a threshold of 487.0 mgHA/cm^3^ and a Gaussian noise filter (sigma = 1.2, support = 2.0). The cortical bone tissue was using a threshold of 661.6 mgHA/cm^3^ and a Gaussian noise filter (sigma = 1.2, support = 2.0). Three-dimensional standard microstructural analysis was performed to determine the geometric trabecular bone volume/total volume (BV/TV) fraction, connectivity density (Conn-Dens), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), trabecular number (Tb.N), and structure model index (SMI). For analysis of cortical bone, periosteal perimeter (Ps.Pm), endosteal perimeter (Ec.Pm), porosity, cortical bone area (Ct.Ar), cortical thickness (Ct.Th), polar moment of inertia (pMOI), and tissue mineral density (TMD) were recorded.

### Hematopoietic phenotyping of bone marrow cells

Peripheral blood of mice was collected retro-orbitally. To analyze the peripheral blood of mice, red blood cells were first lysed and then stained for myeloid (rat anti-Gr-1 APC-Cy7, BD, 557661, rat anti-Mac-1 APC, eBioscience, 17-0112-83) or lymphoid lineages (rat anti-B220 FITC, eBioscience, 11-0452-82, hamster anti-CD3 PE-Cy7, eBioscience, 25-0031-82).

Bone marrow was flushed from femurs and cellularity was quantified with 3% acetic acid in methylene blue (STEMCELL). The lineage cell compartment of the bone marrow was analyzed by staining for myeloid and lymphoid lineages as in the peripheral blood. The HSPC compartment was analyzed by staining for Lineage (biotin-Ter-119, -Mac-1, -Gr-1, -CD4, -CD8α, -CD5, -CD19 and -B220 (eBioscience, 13-5921-85, 13-0051-85, 13-5931-86, 13-0112-86, 13-0452-86, 13-0041-86, 13-0081-86, 13-0193-86) followed by staining with streptavidin-PE-TexasRed (Invitrogen, SA1017), rat anti-cKit APC-Cy7 (eBioscience, 47-1171-82), rat anti-Sca1 PerCP-Cy5.5 (eBioscience, 45-5981-82), hamster anti-CD48 APC (eBioscience, 17-0481-82) and rat anti-CD150 PE-Cy7 (Biolegend, 115914). All flow cytometry analysis was performed on a BD LSR Fortessa flow cytometer and was analyzed on FlowJo v10.5.3 for MAC.

### Statistics

Data are expressed as means ± standard error (SEM) and analyzed by t-tests or two-way ANOVA with a bonferroni’s post-test for multiple comparisons using Prism software (GraphPad Software, San Diego, CA). For cell culture experiments, observations were repeated independently at least three times with a similar conclusion, and only data from a representative experiment are presented. Values of p<0.05 were considered significant.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE145477 and the Broad Institute Cell Portal under study number SCP1017. The following datasets were generated: ZhongL YaoL TowerRJ WeiY MiaoZ ParkJ ShresthaR WangL YuW HoldreithN ZhangY TongW GongY AhnJ SusztakK DymentN LiM LongF ChenC SealeP QinL 2020Single cell transcriptomics analysis of bone marrow mesenchymal lineage cellsNCBI Gene Expression OmnibusGSE145477 ZhongL YaoL TowerRJ WeiY MiaoZ ParkJ ShresthaR WangL YuW HoldreithN ZhangY TongW GongY AhnJ SusztakK DymentN LiM LongF SealeP QinL 2020Single cell transcriptomics identifies a unique adipose lineage cell population that regulates the bone marrow environment.Broad Institute Single Cell PortalSCP101710.7554/eLife.54695PMC722038032286228 The following previously published datasets were used: TikhonovaAN DolgalevI HuH SivarajKK HoxhaE Cuesta-DominguezA PinhoS AkhmetzyanovaI GaoJ WitkowskiM GuillamotM GutkinMC ZhangY MarierC DiefenbachC KousteniS HeguyA ZhongH FooksmanDR ButlerJM EconomidesA FrenettePS AdamsRH SatijaR TsirigosA AifantisI 2019Bone marrow nicheNCBI Gene Expression OmnibusGSE108892 RegevA ScaddenD 2019A cellular taxonomy of the bone marrow stroma in homeostasis and leukemia demonstrates cancer-crosstalk with stroma to impair normal tissue functionNCBI Gene Expression OmnibusGSE128423

# Supplementary material for: Single cell transcriptomics identifies a unique adipose lineage cell population that regulates bone marrow environment
**Source:** eLife. 2020 Apr 14;9:e54695. doi: 10.7554/eLife.54695
**Supplement:** Supplementary file 1.

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| *Cebpa* | 5’-CAAGAACAGCAACGAGTACCG-3’ | 5’-GTCACTGGTCAACTCCAGCAC |
| *Lpl* | 5’-GGGAGTTTGGCTCCAGAGTTT-3’ | 5’-TGTGTCTTCAGGGGTCCTTAG |
| *Adipoq* | 5’-AAAGGAGAGCCTGGAGAA-3’ | 5’-GAATGGGTACATTGGGAACA-3’ |
| *Pparg* | 5’-CCAGCGTGAAGCCAGAGTAG-3’ | 5’-ACCGTGGCTGTGCTCATCCT-3’ |
| *Lepr* | 5’-TGGTCCCAGCAGCTATGGT-3’ | 5’-ACCCAGAGAAGTTAGCACTGT-3’ |
| *Cxcl12* | 5’-CTGTGCCCTTCAGATTGTT-3’ | 5’-AGCTTTCTCCAGGTACTCTT-3’ |
| *Serpina3g* | 5’-CTGTGGTGGAGCTGAAATAC-3’ | 5’-TCAGGGTCTCTGGTTGTAAG-3’ |
| *Agt* | 5’-TCCACTGACCCAGTTCTT-3’ | 5’-AAGTAGGGTGCTGTCTGT-3’ |
| *Gdpd2* | 5’-CAGGAGTGGCATAGTTTACG-3’ | 5’-CAGGCCAACAAGGTGATT-3’ |
| *Il1rn* | 5’-TGCCAAGTCTGGAGATGA-3’ | 5’-CAGAGCGGATGAAGGTAAAG-3’ |
| *Kng1* | 5’-GAGACCTTGGGAGAACAAAG-3’ | 5’-ACACTCCGGAAAGGAGAA-3’ |
| *Kng2* | 5’-GGACTCCTGCTGACTTTAAC-3’ | 5’-GCATCCACAGCCTGAAATA-3’ |
| *Esm1* | 5’-TACAGCGAGGAGGATGATT-3’ | 5’-GGCAATTGCAAGTCTCTTTG-3’ |
| *Tnfsf11* | 5’-CAGCATCGCTCTGTTCCTGTA-3’ | 5’-CTGCGTTTTCATGGAGTCTCA-3’ |
| *Vegfa* | 5’-GCACATAGAGAGAATGAGCTTCC-3’ | 5’-CTCCGCTCTGAACAAGGCT-3’ |
| *Vegfc* | 5’-GAGGTCAAGGCTTTTGAAGGC-3’ | 5’-CTGTCCTGGTATTGAGGGTGG-3’ |
| *Rspo3* | 5’-ATGCACTTGCGACTGATTTCT-3’ | 5’-GCAGCCTTGACTGACATTAGGAT-3’ |
| *Angpt4* | 5’-CAGCCAGCTATGCTACTAGATGG-3’ | 5’-CCTCTGGAGGCTATTGGAGC-3’ |
| *Actb* | 5’-GGCTGTATTCCCCTCCATCG-3’ | 5’-CCAGTTGGTAACAATGCCATGT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

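Single-cell RNA sequencing of Td+ endosteal bone marrow cells was available for 4 libraries, from 2 male Col2:Td mice aged 1 month and from 3 each aged 1.5, 3 and 16 months. Mice of an age were pooled, so there is 1 library per age and no replicate. The authors made the counts with Cell Ranger, which aligned reads to mm10 with the reporter added, counted UMIs per gene and called barcodes as cells, and the deposited values are these raw UMI counts without normalization. Cells outside the stated filter are still present in all 4 tables. The 1, 1.5 and 3 month tables list the same 27999 genes and the 16 month table 31054, and comparisons across all ages use the 26600 genes in every table. Median depth over all barcodes was 10238 UMIs at 1 month, 9309 at 1.5 months, 5998 at 3 months and 8648 at 16 months.

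Cells with 200 to 6000 genes and at most 5% mitochondrial UMIs were kept, as the Materials and methods state. Clustering was done with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5). Counts were normalized to the natural log of counts per 10000 plus 1, and 2000 variable genes were taken, from which the naming markers and the genes reported as findings were removed. The 1 and 1.5 month libraries were aligned by canonical correlation with 30 vectors, and the 3 and 16 month libraries were each reduced to 30 principal components. UMIs per cell and percent mitochondrial UMIs were regressed out, and the graph was clustered at a resolution of 0.8. Clusters of mesenchymal cells were isolated and clustered again in the same way. A cluster was named when at least 3 markers of a type were raised at least 2-fold, with a UMI in at least 10% of its cells and at least 25% of the CPM of the highest cluster, and when no other type had more markers among its 10 leading genes. The other clusters kept numbers, and clusters with markers of other lineages were left out of the classes, 91 cells in the 1 and 1.5 month libraries. The clustering changes with the rounding of the linear algebra, so the kernels of its library (OpenBLAS) were fixed to the Haswell ones in every run. Bone marrow mesenchymal cells are the mesenchymal cells without chondrocytes and without the mixed cells. Subcluster 6 at 3 months (240 cells), with neutrophil genes among its leading ones, and subcluster 13 at 16 months (40 cells), led by hemoglobin genes, did not meet the rule for mixed clusters and stayed in this denominator.

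CPM were computed from the UMIs summed over the cells of a class in 1 library, with 95% Poisson intervals, and shares of cells have exact Clopper-Pearson intervals (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15). The limit of a share with a count of 0 cells is 3 counts over the cells, and that of a CPM with 0 UMIs the upper end of its Poisson interval. For shares of cells with a UMI, each cell was thinned at random to 3000 UMIs, and cells with fewer were left out. Neutrophil-like cells of the same library served as the level from free RNA, except at 1.5 months, where they carry chondrocyte RNA. The proliferative call permutes S and G2/M labels with 5000 resamples per cell. Trees are minimum spanning trees over the centres of clusters, and diffusion pseudotime was computed with scanpy 1.11.5 (anndata 0.12.19, scikit-learn 1.9.0) from 30 neighbours and 10 diffusion components. The rule for genes changed along the 2 routes was tested on simulated data. Gene positions come from GENCODE M21 on GRCm38.

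The genes named are mainly those that the text of the paper names for its sequencing data. Between ages, they are also the 5 with the largest positive and the 5 with the largest negative log2 ratio of the 16 month library over the mean of the other 3, within AD-like and within EMP-like cells. These needed at least 100 CPM in 1 library and a 16 month value outside the range of the others. The sex genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty and the reporter are named in every library. Hey1 and Cebpb, which the text of the paper does not name, are given as well, as are markers, leading genes of clusters and genes of single tests.

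The filter, the classes and their markers, the measures and 47 alternatives were chosen before the data were examined, and 20 alternatives were added later. The alternatives changed the resolution (0.5 and 1.2), the components (20), the genes used for clustering, the joint clustering of all libraries, the regression, the depth, the limits on mitochondrial UMIs (10% and 30%) and on genes (1000), the removal of doublets, the measure of expression, the phase call, the EMP-like cells taken, the rounding (Nehalem and Sandybridge kernels), and the fold, minimum CPM and start of the routes. Doublets were scored with Scrublet, in the version that scanpy holds, with 30 components and an expected share of 8%.

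No test was made between ages or clusters, because 1 library per age leaves no replicate and clusters were made from the same cells. Monocle and Slingshot were not available. CFU-F, EdU, lineage tracing, imaging, ablation and culture experiments have no deposited counts and were not analysed here. The steps before counting were not repeated.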

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

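Cxcl13 in AD-like cells at 16 months stands out because it is a strong signal of a gene that the paper does not discuss, found by the rule for named genes. All tests in this part were chosen only after the result was seen. With 1 library at 16 months, the age of the mice and the library change together.

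Cxcl13 was counted at 123 CPM (119.9 to 127) in AD-like cells of the 16 month library, against 1.22, 3.47 and 3.90 CPM in the 1, 1.5 and 3 month libraries. Its UMIs were found in 464 of 3748 cells. By subcluster, the value was 171 CPM in subcluster 2, 168 in 1, 167 in 14, 92.5 in 8, 62.3 in 3 and 48.9 CPM in 4. A change of chemistry, annotation or free RNA that reaches every cell would raise Cxcl13 in hematopoietic cells as well. There the 16 month value was 0.974 times the mean of the younger libraries, so such a change is argued against. After removal of the cells with the highest doublet scores, 119 CPM were left, with Cxcl13 in 402 of 3489 cells, which argues against doublets as the whole source. A difference of age or of cell handling stays open and was not tested. That AD-like cells of old mice may raise Cxcl13 is a hypothesis from this 1 library.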

How the results depend on the processing

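The mitochondrial limit of 30%, the removal of the highest doublet scores, the limit of 2 marker UMIs on EMP-like cells and the rounding with Nehalem and Sandybridge kernels were chosen only after the data were seen. The other alternatives were planned. The removal of doublets at Scrublet's own threshold was planned and not run, because that threshold marked 22 cells (0.358%) at 16 months. The highest scores were removed instead, 0.8% of the cells per 1000 barcodes. No paired analysis was possible because each age has 1 library. The cause of the moves below was not tested.

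Rounding alone changes the clusters. With the same data and settings, the 16 month mesenchymal share was 83.1% with Nehalem and 83.0% with Sandybridge kernels, against 80.0%, and the share without a class 2.25% in both, against 5.34%. Nehalem kernels moved the 16 month difference in the AD-like share to 46.03 points, that in the EMP-like share to -2.49 points and the 3 month difference in the EMP-like share to 1.69 points. They also moved the log2 ratios of 4 genes in EMP-like cells, to 5.53 for Lepr, 3.41 for Lpl, 4.39 for Adipoq and 0.47 for Cebpb. Of these genes and differences, Sandybridge kernels moved Adipoq, to 4.40, beyond its interval, and put the 16 month difference in the EMP-like share at -3.96 points, within its interval. Differences smaller than these moves carry no weight.

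The difference in the AD-like share between 16 months and the combined 1 and 1.5 month cells was 49.6 percentage points and positive under all 13 alternatives. It was 54.2 with all variable genes, 45.8 with the 4 libraries clustered together, 42.3 at a resolution of 1.2, 54.8 without the highest doublet scores, 39.1 and 41.2 at mitochondrial limits of 10% and 30%, 45.5 with at least 1000 genes and 57.0 after thinning. The difference in the progenitor share, -31.6 points, was negative under all 13 alternatives. It moved to -29.0 with all variable genes and -28.7 at the 10% limit. The fall of the EMP-like share at 16 months, -4.91 points, became -1.93 with all variable genes, -3.39 with 20 components, -1.24 at 10%, -1.56 at 30% and -2.73 with 1000 genes. At resolutions of 0.5 and 1.2 and without the highest doublet scores, no 16 month subcluster was named EMP-like and there is no value.

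Differences at 3 months were small and changed sign. For AD-like cells, -2.83 points became 4.04 with all variable genes and -6.82 at 1.2. For progenitors, -2.51 became -11.1 with all variable genes, 0.58 with the libraries together, 1.26 with 20 components, -9.62 with 1000 genes and 1.28 at 30%. For EMP-like cells, -0.03 became 2.69 with all variable genes, 0.76 and -1.99 at 0.5 and 1.2, 0.84 with 20 components, -3.04 without the highest doublet scores, 1.20 and 2.13 at 10% and 30%, -3.26 without regression and -3.14 over cells with 2 marker UMIs. There is no value with 1000 genes, where no 3 month subcluster was named EMP-like.

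For the class shares, only changes of the resolution were set before the data were examined. The 16 month mesenchymal share moved to 83.0% at 0.5 and the hematopoietic share to 13.8% at 1.2, and 30 other class shares at these 2 resolutions stayed within their intervals. Settings run for other results moved class shares further. The 16 month mesenchymal share was 68.7% without the highest doublet scores, 72.7% with all variable genes and 87.7% with 1000 genes, the 3 month one 52.4% with all variable genes against 60.7%, and the 1.5 month hematopoietic share 7.78% after thinning, 2.33% with the libraries together and 2.09% without regression against 4.16%. All 16 numbers of filtered cells stayed within 1.5 times. Seurat's phases gave 35.9% of EMP-like, 34.1% of LMP-like, 25.7% of OB-like, 9.49% of Ocy-like, 29.9% of AD-like and 46.1% of CH-like cells as S or G2/M, and 47.8% and 44.9% of unnamed subclusters 7 and 12, all over both libraries, which were far apart (55.6% and 18.8% of LMP-like cells). Thinning moved CH-like cells to 8.22%. Of the EMP-like, Ocy-like and AD-like classes, 3 were at ends of the young tree with 20 components and 3 at 0.5, against 2 in the tree with the planned settings.

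For the routes, genes higher in Ocy-like cells alone, in both and in AD-like cells alone numbered 163, 22 and 366, and 100, 3 and 190 at 4-fold and 325, 73 and 794 at 10 CPM. Lower genes numbered 304, 150 and 91, and 140, 62 and 30 at 4-fold and 965, 337 and 207 at 10 CPM. With EMP-like cells as the start, 51 lower genes were of AD-like cells alone, and the other 5 counts stayed within 1.5 times.

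Of the values of single genes under the alternatives, 108 stayed within their intervals (ranks within 1.5 times) and 17 moved, and none changed sign. In EMP-like cells, taking only cells with 2 marker UMIs moved the log2 ratio of Lepr from 4.53 to 3.45, of Adipoq from 3.21 to 2.33 and of Cebpb from 0.23 to 0.46. Clustering the libraries together moved Lpl there from 2.52 to 1.77. In AD-like cells it moved Adipoq from -0.50 to -0.31, Cebpb from -0.75 to -0.67, Lepr from 1.98 to 2.13 and Lpl from 0.33 to 0.61. Thinning moved Cebpb in AD-like cells to -0.79, and in LMP-like cells Adipoq from 2.09 to 1.26 and Lpl from 1.42 to 1.21. The rank of Cebpb moved to 76 by the mean of log-transformed counts.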

Differences from the paper's values

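Values are compared here without a test. The share of proliferative cells in the paper is about 1.3% in EMPs, about 4.2% in LMPs, about 4.3% in osteoblasts and about 0.3% in adipocytes in Fig. 1F, read by eye. The deposited counts gave 0 called cells in each of these classes. With the resamples used, a call needs 5 of 1048 and 2 of 340 cells in the 2 AD-like subclusters (0.477% and 0.588%), so the count of 0 there cannot be set against the adipocyte value. The paper's call permutes 34 S and 45 G2/M genes and the call here 42 and 51, so the 2 calls do not have the same input. Of the alternatives set before the data were examined, thinning gave 0 in each as well, and Seurat's phases gave 35.9%, 34.1%, 25.7% and 29.9%. Neither comes near the paper's values for EMPs, LMPs and osteoblasts. For adipocytes Seurat's phases do not come near, and the 0 after thinning cannot be set against the paper's value either.

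The rank of Cebpb in the adipocyte cluster is about 23 in Figure 4—figure supplement 1A, read by eye, and it was 44 here. The alternative set before the data were examined, the mean of log-transformed counts, gave 76 and comes no nearer, while the 1.5 month library alone had rank 28. The ranks by CPM of Cxcl12 (2), Il1rn (280) and Gdpd2 (180) match those printed in the figure. The mean of log-transformed counts left Cxcl12 at 2 and moved Il1rn to 371 and Gdpd2 to 171.

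The paper's share of LMPs at 3 months, from its source data, is 16.3%, and LMP-like cells were 29.3% here. Of the alternatives set before the data were examined, all variable genes gave 18.8%, within 1.5 times of the paper's value, and the others gave 29.0% to 32.4%, while the removal of the highest doublet scores and the mitochondrial limit of 30%, chosen after seeing the values, gave 29.3% and 28.8%, and both other roundings, chosen after seeing the values as well, 29.3%. The sum of all progenitors, 36.4%, is near the paper's 36.7%.

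In the 1 month dataset of the paper, LMPs are 14.7% and EMPs 4.65%, and here LMP-like cells were 30.4% and EMP-like cells 7.16%. For LMP-like cells, of the alternatives set before the data were examined, resolutions of 1.2 and 0.5 (21.2% and 21.7%), a mitochondrial limit of 10% (21.9%) and at least 1000 genes (21.9%) come within 1.5 times. No regression (29.8%), the libraries together (29.9%), 20 components (31.7%), all variable genes (32.0%) and thinning (33.0%) do not. Of those chosen after seeing the values, Nehalem and Sandybridge rounding come near (21.8% and 21.9%), and the removal of the highest doublet scores (30.9%) and the 30% limit (32.0%) do not. For EMP-like cells, the 10% limit (5.51%), all variable genes (5.54%), 1.2 (5.75%), 1000 genes (5.77%), 20 components (6.17%), 0.5 (6.38%) and no regression (6.72%) come within 1.5 times, and thinning (7.12%) and the libraries together (7.93%) do not. Of those chosen after seeing the values, Nehalem rounding (5.44%), the 30% limit (5.46%) and the removal of the highest doublet scores (6.39%) come near, and Sandybridge rounding (7.19%) does not. The sum of all progenitors, 38.9%, is near the paper's 35.6%. The paper's IMPs have no class here.

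At 16 months the paper's EMPs are 3.88%, and EMP-like cells were 2.25% here. Of the alternatives set before the data were examined, the 10% limit (4.27%), all variable genes (3.61%), thinning (3.21%), 1000 genes (3.04%), the libraries together (2.90%) and 20 components (2.78%) come within 1.5 times, no regression (2.28%) does not, and resolutions of 0.5 and 1.2 named no EMP-like cells. Of those chosen after seeing the values, the 30% limit (3.89%) and Nehalem and Sandybridge rounding (2.95% and 3.24%) come near, and without the highest doublet scores no EMP-like cells were named.

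The paper's number of filtered young cells, 13759, is reached with strict limits (13759 cells) in place of inclusive ones (13761). Its 3 month number, 4502, was 4180 here and 4502 with a mitochondrial limit of 30%, a setting chosen after seeing the values. At 16 months the paper's 8823 cells compare with 6143 here and 8788 at 30%, and the paper's 7354 mesenchymal cells with 4914 and 7287. The paper's 22, 19 and 16 clusters compare with 24, 22 and 19.

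The paper places EMPs at an end of the trajectory at every age, and the EMP-like subcluster was at an end at 3 months and in the joint clustering, but not at 16 months with 30 or 20 components, nor at 1 and 1.5 months with 30. It was at an end of the young tree with 20 components and at a resolution of 0.5. It finds osteogenic genes rising in steps from EMPs to osteoblasts. Of Sp7 and Runx2, which were not used for naming, Sp7 rose at each step in both libraries, and Runx2 was lower in OB-like than in LMP-like cells at 1.5 months (84.6 against 98.2 CPM, with overlapping intervals).

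It finds Sp7 raised and Runx2 constant along osteogenic differentiation, and from LMP-like to Ocy-like cells Sp7 had log2 ratios of 0.96 and 0.55 and Runx2 of -0.38 and -0.94. It finds ribosomal genes lower in osteocytes and adipocytes. Of 82 such genes, 66 at 1 month and 72 at 1.5 months were lower in Ocy-like than in LMP-like cells, and 80 and 82 in AD-like cells. Only relative to the other genes were they not lower in Ocy-like cells, with a median log2 ratio of -0.20 against -0.49 at 1 month. It describes EMPs as the smallest cluster at all ages, and Ocy-like cells were fewer in each library. It has EMPs shrinking with age, and EMP-like cells were 2.25% at 16 months against 7.16% in the combined young cells, a fall as in the paper, but 4.78% at 1.5 months and 7.13% at 3 months. It calls Scf specific to MALPs, and endothelial-like cells carried 97.2 and 314 CPM of Kitl.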

Other observations

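The tests of free RNA, of misplaced cells for Cebpa and Lpl and by the share of marker-rich cells for Lepr, of chemistry or annotation, of cell recovery, of barcodes and of changes that reach every cell were chosen only after the result was seen. The tests of Lepr by the EMP markers and by the UMIs of the cells that hold it were set before. The mitochondrial limit of 30% and the removal of the highest doublet scores, used in other tests, were chosen only after the data were seen. Both tests of the Fabp4 subcluster were set after its leading genes had been seen and before its endothelial and lipid droplet genes were counted. All were chosen on an earlier run in which the rounding was not fixed.

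Lepr, Cebpa and Lpl were higher in EMP-like cells of the 16 month library than at younger ages. Free RNA from AD-like cells is argued against for Lepr and Lpl, since after thinning 57.0% of EMP-like cells held Lepr and 64.5% Lpl, against 13.9% and 23.9% of neutrophil-like and 12.0% and 24.5% of erythroid-like cells. For Cebpa the share was 11.2%, with an interval that overlaps those of neutrophil-like cells, 6.72% of which held it, and of erythroid-like cells, with 6.94%, so free RNA may be the source of that rise. Of the 46 EMP-like cells with at least 2 marker UMIs, 47.8% held Lepr and 52.2% Lpl, above the neutrophil-like level. These shares were not set against AD-like cells with as many marker UMIs, so they cannot decide whether misplaced AD-like cells are the source. EMP-like cells with Lepr had a median of 0.545 times the EMP markers of those without, and marker-rich cells carried less Lepr than the others. Both go with AD-like cells placed in the EMP-like subcluster, which stay open as a source for Lepr and Lpl. Of marker-rich cells 8.70% held Cebpa, and a rise within EMP-like cells and misplaced AD-like cells cannot be told apart, as the cells are few. In doublets the cells with Lepr would hold more UMIs, and their median was 1.12 times that of the others. Without the highest doublet scores 476 CPM remained in 99 of 108 cells. Another chemistry or annotation would raise Lepr alike in every class, and its rise in EMP-like cells was 5.87 times that in AD-like cells. Age stays open and was not tested.

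In LMP-like cells of the 16 month library, 9.92% held a UMI of Cebpa after thinning, within the intervals of neutrophil-like and erythroid-like cells, so free RNA may be the source of that rise. For Lpl the share was 53.3%, which argues against free RNA, and age or another difference of the library stays open. Of the bone marrow mesenchymal cells with at least 3000 UMIs, EMP-like cells with at least 2 marker UMIs were 10.0%, 4.21%, 3.13% and 0.979% at 1, 1.5, 3 and 16 months.

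The AD-like share was higher and the progenitor share lower at 16 months. Loss of cells at the 5% mitochondrial limit is argued against as the whole cause. At a limit of 30% the AD-like share still lay 33.1 points above the highest younger library, and the progenitor share 23.9 points below the lowest. How many cells of each class are recovered can differ between libraries. The 1 and 1.5 month libraries, close in age, differed by 25.5 points, and the 16 month library exceeded the highest younger one by 40.5 points. With 1 library per age, recovery and age cannot be told apart.

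The barcodes of the 16 month library overlap little with the others. The younger libraries share barcodes as a list of 802223 would give, and 215 shared barcodes would be due with the 16 month library, where 4 were found, or 1.86%. A candidate explanation is another barcode list, and so another chemistry version, than in the younger libraries, along with the longer list of genes. The Materials and methods name the same chemistry version for all libraries. Which libraries would depart from it was not tested. No biological explanation was tested, as age does not act on barcodes.

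With the rounding of Nehalem kernels, but not with the fixed one or that of Sandybridge kernels, a small AD-like subcluster of 58 cells formed at 16 months. It carried 2620.3 CPM of Fabp4, against 117 CPM in the other AD-like cells. It was singled out after its values were seen, and it depends on rounding. Endothelial RNA or doublets are argued against, since Fabp4 was at 35.0% of its endothelial-like level and the 5 endothelial markers Cdh5, Pecam1, Emcn, Flt1 and Kdr at a median of 0%. Of 7 lipid droplet genes, 4 were higher than in the other AD-like cells beyond the intervals. Plin1 was at 17.4 against 0.246 CPM, Plin4 at 9.68 against 0.301, Dgat2 at 38.7 against 14.7 and Pnpla2 at 32.9 against 10.9 CPM. Cidec, Cidea and Lipe were not. Neutrophil-like cells carried 63.7 CPM of Dgat2 and 24.3 of Pnpla2, and endothelial-like cells 68.7 CPM of Pnpla2 and 1.37 of Plin4, with an interval that overlaps that of the subcluster, so only Plin1 was beyond the level of both. These may be cells that have begun to store lipid, a hypothesis that rests on 9 UMIs of Plin1 in 1 library. Their dependence on age was not tested.

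The reporter was counted in hematopoietic cells of all libraries. At 1 and 3 months its share of the mesenchymal level was at least 14.7 times that of mesenchymal marker genes, which argues against free RNA as the whole source. At 1.5 and 16 months the lower ratio was 1.44, and free RNA and a reporter made in these cells cannot be told apart. Col2a1 in hematopoietic cells at 1.5 months reached 51.7% of the chondrocyte-like level, and Col10a1, Col9a1, Matn3 and Acan a median of 44.3%. Free RNA from chondrocytes may be part of its source. EMP-like cells of that library held 2556 CPM of Col2a1 (2466 to 2647), far below the level in hematopoietic cells. Free RNA that reached every cell alike would not give this difference, so it is argued against as the whole source. Whether age changes the Col2a1 level was not tested.

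The genes with the largest differences at 16 months are given with their log2 ratio over the mean of the younger libraries in the class and in hematopoietic cells. Where the 16 month library had 0 UMIs, 3 UMIs were set and the ratio is a bound. The younger libraries were not alike for several of these genes. Slpi in EMP-like cells was at 322, 2.49 and 33.3 CPM at 1, 1.5 and 3 months and 1.03 at 16 months, and Col10a1 in AD-like cells at 9.75, 214 and 10.6 CPM and 0.0528 at 16 months. Col9a1 in AD-like cells was at 75.5, 262 and 40.1 CPM in the younger libraries, Col9a3 in EMP-like cells at 123, 435 and 60.7, and Col2a1 there at 797, 2556 and 559.9 CPM. Higher in AD-like cells were Lars2 (6.99 and 6.39), Gm42418 (6.51 and 6.25), Bmp6 (6.08 and 6.29), Cxcl13 (5.43 and -0.04) and Jchain (5.35 and 2.76). Lower were Atp5o (-11.86 and -10.23), Col10a1 (-10.53 and -10.61), Col9a1 (-9.63 and -11.31), Srp54b (-9.00 and -8.16) and Matn3 (-8.76 and -9.92). Higher in EMP-like cells were Gm42418 (6.32 and 6.25), Gm2564 (6.25 and 5.90), Lars2 (5.84 and 6.39), Lnpep (5.09 and 3.62) and Itga1 (4.96 and 3.00). Lower were Col2a1 (-9.31 and -8.10), Col9a3 (-7.64 and -9.67), Gm9493 (-7.41 and -5.48), Slpi (-6.85 and 1.22) and Atp5o (-6.83 and -10.23). Of these 20 differences, 18 went the same way by at least 4 times in hematopoietic cells. A candidate explanation for them is a change that reaches every cell of the library, in chemistry, gene annotation or free RNA, and they are not read as changes of these classes with age. The comparison cannot set apart a rise made in AD-like cells whose free RNA reaches hematopoietic cells. At 16 months Bmp6 stood at 333 CPM in AD-like and 36.3 CPM in hematopoietic cells. General mesenchymal markers in hematopoietic cells of that library reached a median of 13.3% of their mesenchymal level. An effect of age on all cells stays open and was not tested.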
